# Construction of transcriptome atlas of white yak hair follicle during anagen and catagen using single-cell RNA sequencing

**DOI:** 10.1186/s12864-022-09003-8

**Published:** 2022-12-08

**Authors:** Qingbo Zheng, Na Ye, Pengjia Bao, Xiaolan Zhang, Fubin Wang, Lanhua Ma, Min Chu, Xian Guo, Chunnian Liang, Heping Pan, Ping Yan

**Keywords:** scRNA-seq, Yak, Hair follicle, Anagen, Catagen

## Abstract

**Background:**

As the direct organ of villus, hair follicles have obvious seasonal cycles. The hair follicle cycle is orchestrated by multiple cell types that together direct cell renewal and differentiation. But the regulation property of hair follicle cells from anagen to catagen in yak is still unknown.

**Results:**

In this study, single-cell RNA sequencing was performed on 24,124 single cells of the scapular skin from white yak. Based on tSNE cluster analysis, the cell types of IFE-DC, epidermal cell lines, fibroblasts, keratinocytes, IRS, DS, INFU, and other cells in yak hair follicles during anagen and catagen were successfully identified, and the gene expression profiles were described. The GO enrichment analysis indicated the different cells characteristic genes to be mainly enriched in the epidermal development, epithelial cell differentiation and wound healing pathways. The pseudotime trajectory analysis described the differentiation trajectory of the epidermal lineage and dermal lineage of the hair follicle during anagen and catagen. Moreover, the dynamic changes of the genes like *LHX2, KRT25,* and *KRT71* were found to be highly expressed in HS and IRS, but not in the IFE-DC, INFU, and keratinocyte during differentiation.

**Conclusions:**

Our results analyzed the time-varying process of gene expression in the dermal cell lineage and epidermal cell lineage of hair follicles during anagen and catagen during fate differentiation was expounded at the single cell level, revealing the law of fate specialization of different types of cells. In addition, based on the enrichment analysis, the transcriptional regulatory factors involved in the different cell fates were also revealed. These results will help to enhance our understanding of yak hair follicle cycle and promote the development and utilization of yak villus.

## Background

The Tianzhu white yak is a unique local breed of yak in the Tianzhu Tibetan Autonomous County, Gansu Province. It is well-known for its pure white coat and reputed as the reputation of “plateau white pearl” and “Qilian snow peony” [1]. The yak villus is a special kind of high-quality wool spinning raw material which is soft, warm, and breathable. Yak is the vital means of production and living for the Tibetan people, and the development of secondary hair follicles in yaks shows seasonal periodic changes [2]. Seasonal changes stimulate hair growth and shedding. The dense hair is very important for the survival of yaks in winter. After entering the winter, yaks grow villi to resist the cold winter of the plateau. In the spring and summer, yaks lose their hair to increase the dissipation of heat. Hair follicles are an important accessory renewable organ of the skin, controlling hair growth. During the hair follicle formation, a series of signaling molecules shuttle between the dermal and epithelial, layers and mediate the interaction between them, this leads to the orderly proliferation and differentiation of these two cell groups and ultimately forms complete hair follicles. The morphogenesis of the hair follicles is a very complex process, which involves an interaction between various types of cells that jointly promote the formation of the hair follicle structure. However, the problems related to the molecular process of hair follicle morphogenesis remain unknown.

The growth pattern of the hair follicles in the yak is similar to that in the mammals such as the mice and cashmere goats [3, 4]. The hair follicles undergo cycles of anagen, catagen, and telogen after periodically growing under the interaction of epidermal and dermal layers [5]. Although the process of hair follicle morphogenesis has been recorded in many kinds of literature, reports that highlight our understanding of the molecular signals and gene regulatory networks in the specific cell groups are limited [6]. Concomitantly, studies on hair follicle morphogenesis have mainly focused on humans and mice such that the studies on the hair follicle morphogenesis of the other species are relatively few.

The anagen is the most active phase of the periodic growth of the hair follicles, during which secondary follicle germs proliferate rapidly in the anagen, making the hair follicles penetrate the subcutaneous tissue. At the same time, the proliferation of the hair bulb cells expand outward, and the hair shaft (HS) and inner root sheath (IRS) continued to differentiate. The induction of anagen largely depends on the interaction of the Wnt, β-catenin, and BMP signaling pathways in the bulge cells [7–9]. Anagen is marked by the upregulation of Wnt, stable expression of β-catenin and inhibition of BMP [10]. But analgen is maintained by important factors such as IGF-1, HGF, VEGF, and the morphogenesis of the hair follicle depends on the Wnt, Shh, Notch, BMP, and other signaling pathways interplay between the epithelial and mesenchymal cells [11]. Recent studies have identified the Wnt, TGF- beta, and Hippo signaling pathways to promote hair follicle growth [12], and p-cadherin to maintain anagen by regulating the canonical Wnt signaling and suppressing TGF-β2 [13].

The hair follicles enter the catagen after anagen. Catagen is a dynamic transition period between the anagen and telogen, which is that mainly characterized by the stoppage in the growth of the hair shaft, and the decrease in the proliferation and differentiation rate of the cells. Degression in the number of cells divided by the hair matrix gradually slows down the differentiation of HS and IRS, and triggers the apoptosis of the hair bulb cells and outer root sheath. The hair shaft stops differentiation and starts separation from places in contact with the dermal papilla. The hair shaft root closes and moves upward to the distal region of the upper part of the hair follicle involved in the periodic change of the hair follicle. The transformation from anagen to catagen mainly involves the interaction between the downstream effect factor of the TNF-α signal and K17, VDR and retinoic acid receptor [14, 15]. TNF-α ensures a timely anagen–catagen transition in pelage follicles and its ablation partially rescues the hair cycling defect of the K17-null mice [16].

Hair follicle cyclic regeneration involves the interaction between the various types of cells and the transmission of the signaling molecules. Classical genetic methods have identified several important signaling molecules in mice for hair follicle cyclic regeneration development. However, there are still many unknown aspects about the molecular regulation of the whole hair follicle development in mice for the non-synchronous development of different types of hair follicles cells. To date, there is a paucity of in-depth studies on the cyclic regeneration of yak hair follicles, and many problems remain unresolved. In recent years, with the rapid development of scRNA-seq, many biological processes that have previously remained elusive have also been described in detail using scRNA-seq technology [17]. This also provides a new means for studying the cyclic regeneration of the hair follicle. Here, a single-cell transcriptome map of the hair follicle was constructed during anagen and catagen. The tSNE analysis identified eight major cell groups and analyzed the molecular characteristics of the different types of cells in detail. The differentiation trajectory of the dermal cell lineages and epidermal cell lineages of the hair follicle during anagen and catagen in yak were constructed based on the pseudotime trajectory. The gene dynamic changes in the process of dermal cell lineage, epidermal cell lineage, HS, and keratinocytes specialization were described in detail. The construction and integration analysis of the single cell transcription map of the yak hair follicle during anagen and catagen, it will provide new insights for better understanding the regulation property of the yak hair follicle cycling.

## Results

### Identification of the major cell types and molecular characteristics of the hair follicle during anagen and catagen

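By the paper's methods, scapular skin of white yak was digested with dispase, hair follicles were pulled from it, and trypsin freed their cells. These cells were made into 1 10x Genomics library in anagen and 1 in catagen. The stage of the catagen library is taken from its title, its stage label and the paper, whereas the protocol text deposited with it names anagen, so each difference between the stages rests on those labels. The paper names 3 yaks of similar age and does not say how the animals map to the libraries, so no spread between animals can be given for any value. The authors deposited the counts as Cell Ranger wrote them, as unique molecular identifiers (UMIs) per gene and cell barcode, raw and without normalization. The file headers name Cell Ranger 4.0.0 for anagen and 3.1.0 for catagen. The anagen matrix held 12000 cells and 82862998 UMIs, and the catagen matrix held 12124 cells and 51647865 UMIs. Per cell, the median was 5251.5 UMIs and 1327 genes in anagen, against 3339.5 UMIs and 927 genes in catagen. The smallest cell held 2404 UMIs in anagen and 500 in catagen. The 20 most abundant genes of each library took 28.4% of its UMIs in anagen and 32.6% in catagen. Cells with at least 200 detected genes were kept, 11987 in anagen and 12062 in catagen, and doublets were left in, since the methods name no step that removes them. Of the 26924 genes in the matrices, all under Ensembl identifiers of the domestic yak, 15765 also carry a symbol. No symbol starts with MT-, the only form of mitochondrial gene name searched for, so cells were not judged by their mitochondrial share. The matrices give no chromosome positions, and the paper's text does not name the genome build.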

The scRNA-seq was used for revealing the cell heterogeneity in the hair follicle during anagen and catagen of the yak (Fig. 1a). To ensure the quality of data, the top 2000 highly variable genes were selected by Seurat for analyzing the subsequent dimensionality reduction and cell clustering. 

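The variability of each gene was computed with Seurat 5.3.0 as the variance of its counts after standardization by the trend of variance on mean (vst). It was ranked over the 16114 genes seen in at least 3 anagen cells and the 15990 genes seen in at least 3 catagen cells. Outside the 2000 most variable genes lay 14114 genes in anagen and 13990 in catagen. In anagen the 10 highest standardized variances ran from 21.1 for *ELOVL3* to 33.6 for ENSBGRG00000003029, a gene without a symbol. In catagen they ran from 24.1 for *KLK7* to 35.8 for ENSBGRG00000018549, which also has no symbol. The keratin genes *KRT75*, *KRT25*, *KRT71*, *KRT85* and *KRT27* and the gene *PMP2* were among the 10 in both libraries. *KRT71* had a standardized variance of 25.0 in anagen and 27.4 in catagen. Of the 10 genes that Fig. 1b labels for each stage, 10 were among these in anagen and 10 in catagen. With genes ranked by dispersion (mean.var.plot) in place of the standardized variance, 0 of them were among the 10 highest in either library.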

The following figure shows the variation in the gene expression abundance in all the cells during the anagen and catagen obtained by sequencing, and the top 10 genes with the largest coefficient of variation among the cells were selected (Fig. 1b). After quality control and standardization of the scRNA-seq data, the tSNE clustering was analyzed. 

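The 24049 kept cells of both libraries were integrated with Seurat's anchors and clustered on 30 principal components at resolution 0.8, values that the paper's text does not name. The genes that the study names were left out of the 2000 variable genes, which left 1929, so that their levels could be compared over clusters not built from them. The cells fell into 26 clusters. A cluster was given the name of a cell type, followed by -like, where at least 3 of the type's markers were raised at least 1.5-fold over all other cells with 10 CPM (UMIs scaled to the total of their cells) added to each side, and where a marker of the type stood among the cluster's 10 leading genes. Both thresholds were set after the clusters had been seen. They left 2 clusters with raised markers but without a name, cluster 19 with keratinocyte markers (1.04% of anagen and 0.315% of catagen cells) and cluster 20 with IFE-DC markers (0.551% and 0.713%). IFE-DC-like cells, from clusters with the raised markers *KRT1*, *KRT10*, *SBSN* and others, numbered 2015 in anagen and 1725 in catagen. Epidermal-like cells numbered 971 and 2192, and IRS-like cells 598 and 230. Cluster 4, which is epidermal-like, held 173 anagen and 1517 catagen cells, and cluster 15, which took no name, held 48 and 427, so these clusters are mostly of 1 library. The HS-like clusters 2 and 12 had *SFRP1*, *CXCL14*, *LGR5*, *PTHLH* and *NGFR* among their leading genes, and whether they are cells of the hair shaft was not tested. Cluster 5 carried the study's fibroblast markers *DCN*, *DPP4*, *UHRF1* and *DGCR8*, and its leading genes also included *FABP7*, *ICA1*, *MCM5*, *MCM2* and *MCM3*. Median UMIs per cell in anagen and catagen were 7490 and 5377 for IFE-DC-like, 3942.5 and 2216 for HS-like and 9549 and 6801 for INFU-like cells. The 11 clusters that took no name held 38.8% of anagen and 31.6% of catagen cells. Over the 54 pairs of a gene and a class that the study describes, 45 had the higher level in the class in both libraries, and the resolution of 0.4, which gave no cluster for part of the classes, left 25 of 33. A pair counted whatever direction the paper gives, so *ID1*, *LGALS1*, *ISYNA1* and *PARP1*, which it has fall in DS cells, count as higher. Part of the pairs are also markers that named their class, so the count is no rate of agreement with the paper.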

The cell types were identified for each cluster based on the known marker genes (Fig. 1c), the Clusters 1, 4, and 8 expressed the interfollicular epidermis differentiated cell (IFE-DC) markers *KRT1* [18]*, KRT10* [18]*,* and *SBSN* [18]; the Cluster 2 expressed the HS markers *IGFBP5* [19] and *LHX2* [20]; Cluster 3 expressed the infundibulum (INFU) markers *TOP2A* [18] and *UBE2C* [18]; the Cluster 9 expressed the inner root sheath (IRS) markers *KRT71* [21]*, KRT28* [21]*, KRT27* [21]*,* and *KRT25* [22]; Clusters 10 and 15 expressed the fibroblast markers *DPP4* [23] and *DCN* [6]; the results showed that the clusters 0, 5, 6, 12, and 13 expressed high levels of the epidermal lineage markers *KRT14* [18, 24]*, KRT15* [24]*, KRT17* [24], *SPINK9* [25], and *S100A2* [26], and they were termed as epidermal^*KRT14*+^, epidermal^*KRT15*+^, epidermal^*KRT17*+^, keratinocyte^*SPINK9*+^, and keratinocyte^*S100A2*+^, respectively; Cluster 17 expressed the dermal sheath (DS) markers *ACTA2* [21] and *TAGLN* [21]. It was found that the expression of INFU cells in anagen was significantly higher than that in catagen, and the expression of hair shaft in catagen was higher than that in anagen (Fig. 1d). 

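INFU-like cells were 852 of the kept anagen cells, 7.11% (95% exact Clopper-Pearson interval 6.65 to 7.58), and 464 of the kept catagen cells, 3.85% (3.51 to 4.21). HS-like cells were 966 of the anagen cells, 8.06% (7.58 to 8.56), and 2561 of the catagen cells, 21.2% (20.5 to 22.0). From anagen to catagen the share changed by −3.26 percentage points for INFU-like cells (−3.84 to −2.68, Newcombe's interval) and by 13.2 points for HS-like cells (12.3 to 14.1). These intervals cover counting error only, as do all intervals given for other values. With 1 library per stage the difference could not be set against a spread between libraries, and stage, library and Cell Ranger version change together. Requiring at least 1000 genes per cell moved the HS-like difference most, to 3.57 points, with an INFU-like difference of −5.05 points. When the smallest anagen total of 2404 UMIs was required of catagen cells too, an alternative chosen after seeing the data, 4104 catagen cells were left out and the differences were 6.18 points for HS-like and −1.97 points for INFU-like cells. IRS-like cells were 4.99% of anagen and 1.91% of catagen cells, and epidermal-like cells were 8.10% and 18.2%. The epidermal-like difference of 10.1 points depended on processing, with 0.767 points with no cell filter, 1.57 with at least 1000 genes, 0.806 with the study's genes kept among the variable genes, −0.411 with 15 principal components and −24.0 without integration.

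**Figure D1:**
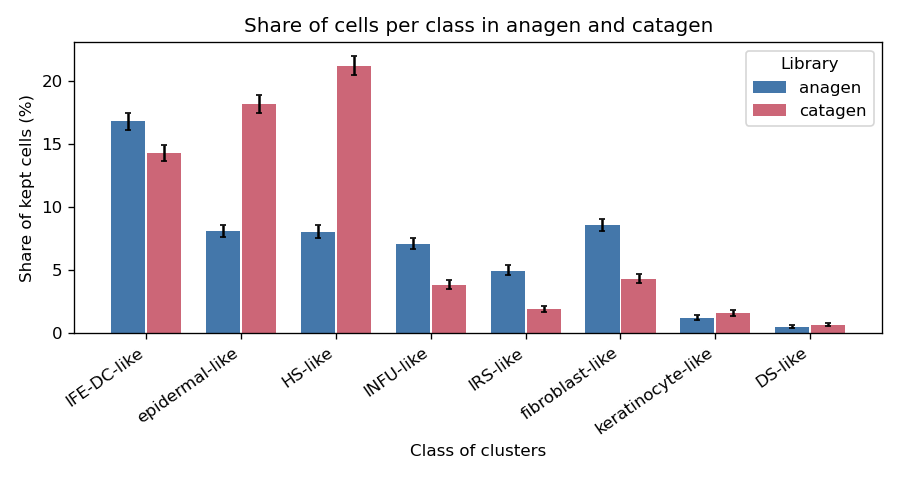
Share of kept cells (%, vertical axis) in each class of clusters (horizontal axis) in the anagen and catagen libraries, with bars for the shares and error bars for exact 95% binomial intervals. The widest gap is in HS-like cells, and the class labelled fibroblast-like is cluster 5, which carries the study's fibroblast markers.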

At the same time, some key genes were selected for each cell type for observing their expression in the different cells (Fig. 1e). The expression levels of *AREG*, *TOP2A*, and *KRT71* in anagen were higher than those in catagen (Fig. 1f).

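UMIs were summed over all kept cells of a library and scaled to CPM, which needs no clusters. *AREG* (ENSBGRG00000019294) had 53848 UMIs in anagen and 15813 in catagen, 650.2 and 307 CPM, a log2 ratio of catagen over anagen of −1.08 (−1.11 to −1.06, exact conditional interval). *TOP2A* (ENSBGRG00000017633) had 142 CPM in anagen and 135 in catagen, a log2 ratio of −0.07 (−0.12 to −0.03). *KRT71* (ENSBGRG00000001131) had 634 CPM in anagen and 675 in catagen, a log2 ratio of 0.09 (0.07 to 0.11). Over 17021 genes the median log2 ratio was 0.28, so that relative to the median gene all 3 genes were lower in catagen, with −1.36 for *AREG*, −0.35 for *TOP2A* and −0.19 for *KRT71* after median-of-ratios scaling. The mean over cells of each cell's CPM moved *TOP2A* and *KRT71* most, to −0.52 and −0.42. After each cell was thinned to 1500 UMIs, which left out 0 anagen and 2263 catagen cells, *AREG* was seen in 31.6% of anagen and 15.2% of catagen cells, *TOP2A* in 9.35% and 3.76%, and *KRT71* in 16.1% and 9.14%. In endothelial-like cells, which should lack these genes, the thinned shares were 11.5% of 78 anagen cells and 0 of 22 catagen cells for *AREG* (which allows up to 15.4%), 3.85% and 4.55% (0.115 to 22.8) for *TOP2A*, and 11.5% and 13.6% (2.91 to 34.9) for *KRT71*. The catagen shares of *AREG*, *TOP2A* and *KRT71* in all cells could not be set apart from free RNA at these counts. No order of the stages was read from these shares. Without thinning, at median depths of 5256 UMIs in anagen and 3350 in catagen, the shares of all cells were 51.5% and 23.0% for *AREG*, 17.1% and 5.45% for *TOP2A* and 34.0% and 18.7% for *KRT71*. Those of endothelial-like cells, at median depths of 3311 and 1656 UMIs, were 25.6% and 0 for *AREG*, 10.3% and 5.13% for *TOP2A* and 30.8% and 28.2% for *KRT71*. Among all other genes with a symbol and at least 50 CPM in a library, the lowest log2 ratios were those of *S100A12* (−2.90), *SERPINE2* (−2.82), *S100A8* (−2.72), *FABP7* (−2.32) and *ITPKC* (−2.27), and the highest were those of *BTG2* (1.68), *FAM13A* (1.61), *KRT80* (1.60), *IL20RA* (1.53) and *HNRNPA0* (1.48).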

**Fig. 1:**
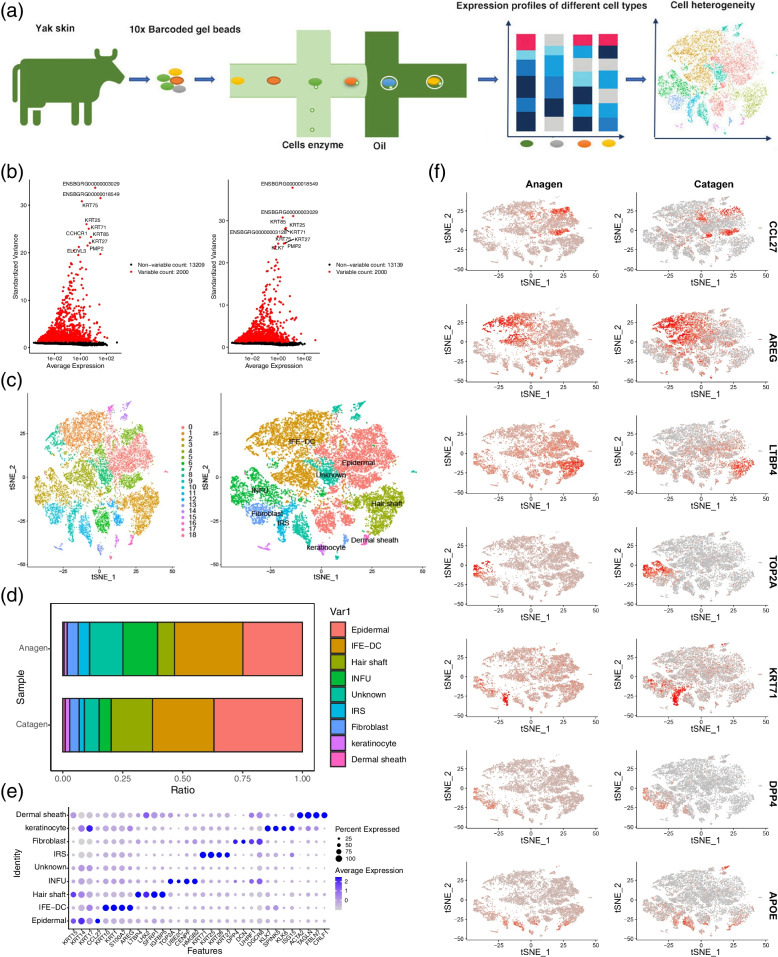
High-variable gene analysis and cell heterogeneity identification of the hair follicle during anagen and catagen. **a** scRNA-seq process; **b** Gene dispersion distribution map; **c** Characterization of the major cell types in the tSNE; **d** Main cell type proportion during anagen and catagen; **e** Comparison of the differential genes in the different cell groups; **f** Expression of the different cell markers in all the cells

### Gene enrichment analysis of the different hair follicle cell types

To further understand the gene regulation patterns of the different cell types, the GO enrichment was analyzed on the main cell groups after clustering. The IFE-DC (Clusters 1,4 and 8) GO enrichment analysis showed that the three clusters were mainly enriched in wound healing, the establishment of the skin barrier, surface development, and other signaling pathways (Fig. 2a). Epidermal (Clusters 0, 5, 6, and 12) GO enrichment analysis demonstrated these four subgroups were mainly enriched in biological processes such as regulation of MAPK cascade, epithelial cell proliferation, response to wounding, epithelial cell differentiation, and epithelial development (Fig. 2b). The fibroblast (Clusters 10 and 15) GO enrichment analysis showed the two clusters to be mainly enriched in the epithelial cell proliferation, epithelial cell differentiation, muscle structure development, cell cycle regulation, integrin-mediated signaling pathway, wound healing. Cluster15 was enriched in collagen-containing extracellular matrix, wound healing, positive regulation of cell migration, inflammatory response, and epithelial cell proliferation signaling pathways (Fig. 2c). 

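The gene memberships of the enrichment terms were not used here. Fixed lists of genes were compared instead, by the median log2 ratio of a class's CPM over that of all other cells (with 1 CPM added to each), over list genes with at least 10 CPM in either. Each median was ranked among 10000 random lists of as many genes of like expression. Such a percentile describes the library and is no test across animals. In cluster 5, which carries the study's fibroblast markers, the list of 25 extracellular matrix genes had a median log2 ratio of −0.85 in anagen over 9 genes and −0.41 in catagen over 10 genes, above 0.01% and 1.36% of the random lists. Cluster 5 was not matched to either of the paper's fibroblast clusters, and in the mesenchymal-like cluster 25 the matrix list had 6.43 and 4.62. The list of 20 DNA replication genes had 1.60 and 2.31 in cluster 5 over 14 genes in each library, above 100% of the random lists in both. The list of 25 mitotic division genes went apart, with 0.46 in anagen (above 97.7%) and −0.12 in catagen (above 6.31%). Of the list genes, 13 of the matrix list, 4 of the replication list and 16 of the mitotic list were among the variable genes the clusters were built from. By the cell cycle gene lists that come with Seurat, 93.5% of cluster 5 cells in anagen and 79.7% in catagen were in S or G2/M phase, with 35.0% in S and 58.4% in G2/M in anagen and 45.2% and 34.5% in catagen. Of all kept cells, 40.4% in anagen and 30.6% in catagen were scored in S or G2/M phase. Over 20 pairs of a list and a class that the enrichments describe, in both libraries, 16 medians lay above 95% of the random lists, and 12 did when genes of any level were used.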

The enrichment analysis of the eight cell types identified these cells to be significantly enriched in the epidermis development, epithelial cell differentiation, regulation of cell cycle process, and other pathways (Fig. 2d). The circos diagram analyzed the overlapping genes between each cell type, the results showed many overlapping genes between these cells (Fig. 2e).

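For each class, the 5 genes with the highest ratio of the class's CPM over that of all other cells were taken among genes with at least 50 CPM in the class. Of the 40 leading genes of the study's 8 cell types, 7 were also raised at least 2-fold in another of these types. *GRIA4*, a leading gene of HS-like cells, and *APOA1*, of keratinocyte-like cells, were raised in DS-like cells too. The 5 leading genes of cluster 5, *DCN*, *ICA1*, *UHRF1*, *DPP4* and *MCM5*, were all raised in INFU-like cells, and *UHRF1* and *MCM5* in DS-like cells as well. HS-like cells were led by *PTHLH* (27.1-fold), *WIF1* (22.3-fold) and *ENPP1* (16.9-fold), keratinocyte-like cells by *GABRP* (150.7-fold), and DS-like cells by *ALB* (265-fold). INFU-like cells were led by *DEPDC1* (52.8-fold), and IRS-like cells by *KRT27* (204-fold).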

**Fig. 2:**
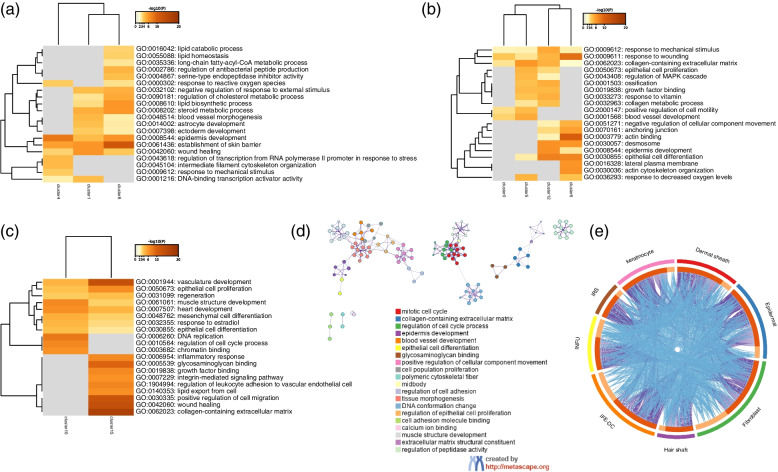
Enrichment analysis of multiple cell clusters. **a** Analysis of the different IFE-DC clusters enriched GO terms; **b** Analysis of the epidermal cell lineage enriched GO terms; **c** Analysis of different the fibroblasts clusters enriched GO terms; **d** GO enrichment network diagram of the different cell types; **e** Gene overlap among the different cell types

The differential genes of HS, INFU, keratinocytes, and DS with q-value < 0.05 were screened using the R language, and the top 10 genes of BP, CC, and MF were visualized. The BP of HS was found to be mainly related to the structure of the extracellular matrix, extracellular structure, surface development and cell-substrate adhesion; the CC analysis mainly includes collagen-containing, extracellular matrix, endoplasmic reticulum lumen and other pathways; MF analysis was mainly enriched in the extracellular matrix structural components, sulfur compound binding, glycosaminoglycan binding, growth factor binding and other signaling pathways (Fig. 3a). 

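In HS-like cells the list of extracellular matrix genes had a median log2 ratio of 2.14 in anagen over 12 genes and 2.23 in catagen over 11 genes. Both medians lay above 100% of the random lists of like expression. With genes of any level counted, the anagen median was 0.89. In the same cells the list of keratinization genes had −1.80 in anagen and −2.65 in catagen.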

The analysis of INFU showed BP to be mainly related to the organelle fission, nuclear division, mitotic nuclear division, and chromosome segregation; CC analysis was mainly enriched in the spindle, chromosome region, and condensed chromosome; MF analysis was mainly enriched in tubulin binding, microtubule binding, ATPase activity, and other signaling pathways (Fig. 3b).

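For INFU-like cells the list of mitotic division genes had a median log2 ratio of 4.12 in anagen over 18 genes and 5.22 in catagen over 19 genes, above 100% of the random lists in both. The DNA replication list had 1.91 and 2.19, also above 100% of them. Of the mitotic list, 16 of 25 genes were among the variable genes the clusters were built from. The class was also named by G2/M markers, so the rank of the mitotic list follows in part from how the class was made. In anagen 99.6% of INFU-like cells, and as large a share in catagen, were scored in S or G2/M phase, but the class's markers *TOP2A*, *UBE2C*, *CENPF* and *HMGB2* are themselves on the G2/M list, so this share follows in part from the naming. Over all kept cells the share in S or G2/M phase was 40.4% in anagen and 30.6% in catagen. After thinning to 1500 UMIs per cell it was 49.4% and 37.1%. Without thinning, 20.7% and 20.1% of IFE-DC-like cells and 32.1% and 33.3% of endothelial-like cells were scored so. The lowest share of a class was 11.8%, in keratinocyte-like cells of catagen. The shares thus include a background of calls in each class and are not read as shares of dividing cells. *TOP2A*, which helped to name this class, is not reported as a result for it.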

**Fig. 3:**
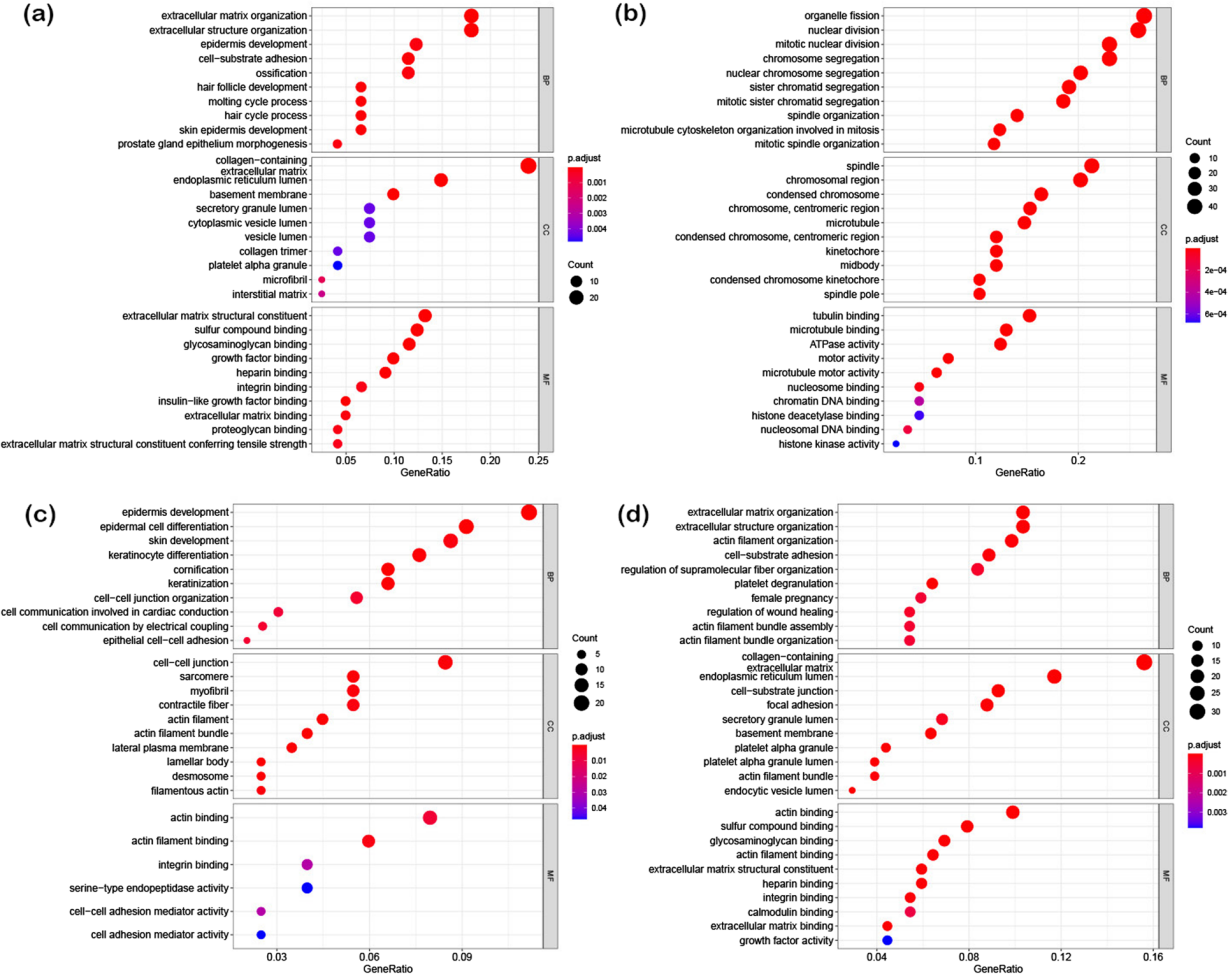
Enrichment analysis of some cell types. **a** The GO enrichment analysis of the HS characteristic genes; **b** GO enrichment analysis of the INFU characteristic genes; **c** GO enrichment analysis of the keratinocyte characteristic genes; **d** GO enrichment analysis of the DS characteristic genes

The keratinocyte analysis revealed BP to be mainly related to the development of epidermis, epidermal cell differentiation, skin development, keratinocyte differentiation, keratinization, and cell–cell junction structure; The CC analysis was mainly enriched in cell–cell junction, sarcomere, myofibril, contractile fiber, actin filament, and other GO pathways. 

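In keratinocyte-like cells, 149 in anagen and 195 in catagen, the list of 24 keratinization genes had a median log2 ratio of 0.37 over 11 genes in anagen and 0.38 over 12 genes in catagen. These medians lay above 98.8% and 93.9% of the random lists. The list of 18 actin cytoskeleton genes had 0.58 over 6 genes in anagen (above 98.5%) and 0.63 over 7 genes in catagen (above 95.9%). Its anagen median was −0.29 when genes of any level were used, so the direction rests on the minimum level there. The keratinization list stood higher in IFE-DC-like cells, at 1.22 in anagen and 1.21 in catagen.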

MF analysis was mainly concentrated in actin binding, actin filament binding, integrin binding, serine-type endopeptidase activity, cell–cell adhesion mediator activity, cell adhesion mediator activity (Fig. 3c). 

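DS-like cells formed a single cluster (cluster 21). In these cells the list of actin cytoskeleton genes had a median log2 ratio of 2.30 over 8 genes in anagen and 2.69 over 9 genes in catagen, above 100% of the random lists in both. The extracellular matrix list had 1.40 over 13 genes in anagen, above 99.99% of the random lists, and 1.73 over 10 genes in catagen. When genes of any level were used, the matrix list had −0.02 in anagen and −0.03 in catagen. The actin list had 9 of its genes among the variable genes the clusters were built from.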

The analysis of dermal sheath showed its BP to be mainly related to the extracellular matrix organization, extracellular structure organization, actin filament organization, cell-adhesion substrate, regulation of fibers organization. The CC analysis was found to be mainly enriched in the collagen-containing, extracellular matrix, endoplasmic reticulum lumen, cell-substrate junction, focal adhesion, and other GO pathways. MF analysis was mainly enriched in actin binding, sulfur compound binding, glycosaminoglycan binding, actin filament binding, extracellular matrix structural component, heparin binding, integrin binding, calmodulin binding, extracellular matrix binding, and growth factor activity (Fig. 3d).

### The pseudotime trajectory analysis of the hair follicle

The anagen and catagen involve eight types of cells. The pseudotime trajectory analysis of the epidermal cell line obtained from the identification found that the epidermal cell lineage mainly involves the IFE-DC, HS, and keratinocyte developmental trajectory (Fig. 4a). To further explore the gene expression in the developmental trajectory of the different cell types, this study visualized the expression trend of these genes. The monocle analysis was used for studying the differentiation relationship of the epidermal cell lineage. The differential gene expression analysis showed the 1st, 2nd, 3rd, and 4th branches to mainly correspond to the developmental trajectory of the IFE-DC and keratinocytes; the developmental trajectory of HS is mainly concentrated in the fifth branch. 

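IFE-DC-like cells were 16.8% of the kept anagen cells (16.1 to 17.5) and 14.3% of the kept catagen cells (13.7 to 14.9). The difference of catagen minus anagen was −2.51 percentage points (−3.43 to −1.59). It changed sign, to 1.197 points, when the smallest anagen UMI total was required of catagen cells too. Over the whole libraries, the class's 5 markers had log2 ratios of catagen over anagen of −0.06 for *KRT1* (ENSBGRG00000001328), −0.09 for *SBSN* (ENSBGRG00000025300), −1.08 for *AREG*, −4.46 for *S100A7* (ENSBGRG00000006114) and 0.40 for *KRT10* (ENSBGRG00000016347).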

The figure demonstrated IFE-DC be highly expressed in the anagen and significantly down-regulated in catagen. 

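The order of cells was rebuilt as diffusion pseudotime with scanpy 1.11.5, since Monocle was not used here, and the branches of the study's trees were not rebuilt. IFE-DC-like, epidermal-like, HS-like and keratinocyte-like cells were ordered on the integrated components with 15 neighbours and 10 diffusion components, from the IFE-DC-like cell farthest from the other classes. The cells were then split into 10 bins of like size, in which UMIs were summed to CPM. The first and second bins held IFE-DC-like cells alone, the fifth bin was 99.4% epidermal-like, the ninth was 99.9% HS-like, and the last was 68.4% HS-like and 31.6% keratinocyte-like. The start was set in the class at which the study's heat maps start, so the order does not show a direction of differentiation. Since most of these bins hold nearly 1 class, a rise or fall over the bins largely restates differences between classes. *SOX9* (ENSBGRG00000026479) rose from 120 CPM in the first bin to 1426 CPM in the last, a log2 ratio of last over first of 3.57 (3.49 to 3.66). *KRT17* (ENSBGRG00000011737) went from 2147 CPM in the first bin to a lowest 1459 CPM in the fourth, then to 9105 CPM in the eighth, 5637 CPM in the ninth and 9995 CPM in the last. *GSN* (ENSBGRG00000012611) had 71.4 CPM in the first bin, its highest level of 306 CPM in the eighth and 198 CPM in the last, a log2 ratio of 1.47 (1.34 to 1.60). With the catagen cells ordered alone, the ratio was 4.497 for *SOX9* and 2.00 for *GSN*, and with the anagen cells alone *KRT17* was highest in the eighth bin. Within IFE-DC-like cells all 3 genes were below their level in other cells, with log2 ratios of −2.17 in anagen and −2.80 in catagen for *SOX9*, −0.92 and −2.99 for *KRT17*, and −1.08 and −1.88 for *GSN*. Without integration the catagen ratio of *SOX9* was 0.00 (−0.71 to 0.63), on 20 UMIs in 7 cells.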

The analysis of IFE-DC showed the gene, *SOX9* to be mainly up-regulated during IFE-DC specialization, while *KRT17* and *GSN* were found to be up-regulated first and then down-regulated. The EGF pathway enriched by these genes was found to be closely related to the transformation of hair follicles from the anagen to catagen [27]. The IFE-DC began to expressed *KRT1, KRT10, KRTDAP, SBSN, KLK10,* and other genes (Fig. 4b), mainly enriched in epidermal cell differentiation, skin development, keratinocytes differentiation, neutrophil degranulation, nucleoside bisphosphate metabolic process, and other pathways (Fig. 4c). With time, the biological function of epidermal cell differentiation and keratinocytes differentiation was found to gradually decrease, which also indicated the hair follicles to differentiate from the anagen to catagen. Further analysis of the expression of different genes in different clusters, revealed a downward trend in most IFE-DC marker genes, such as *KRT1, KRT10,* and *KRTDAP* (Fig. 4d). 

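Along the rebuilt order of epidermal lineage cells, *KRT1* went from 19080.1 CPM in the first bin to 405 CPM in the last, a log2 ratio of −5.56 (−5.62 to −5.50). *KRT10* went from 20343 CPM to 346 CPM, a ratio of −5.88 (−5.94 to −5.82). *KRTDAP* (ENSBGRG00000015032) went from 11372 CPM to 1012 CPM, a ratio of −3.49 (−3.53 to −3.45), with its lowest level of 215 CPM in the ninth bin. The order starts in IFE-DC-like cells, which were named by *KRT1* and *KRT10* among other markers, so part of their fall is built in, although the class kept its clusters with either gene left out of the markers. *SBSN* had a ratio of −1.80, and 1.54 when the order started at the median IFE-DC-like cell. In IFE-DC-like cells of anagen and catagen, the log2 ratios over all other cells were 2.45 and 2.29 for *KRTDAP*, 1.75 and 0.69 for *SBSN*, and −2.32 and −4.61 for *KLK10* (ENSBGRG00000015854). The catagen ratio of *SBSN* fell below 0 with no cell filter (−0.96), at resolution 0.4 (−0.24) and with 15 principal components (−0.75). From a decrease over time of the functions of epidermal cell and keratinocyte differentiation, the paper proposes a change of the follicles from anagen to catagen, and it gives the trend of the marker genes as a further analysis.

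**Figure D2:**
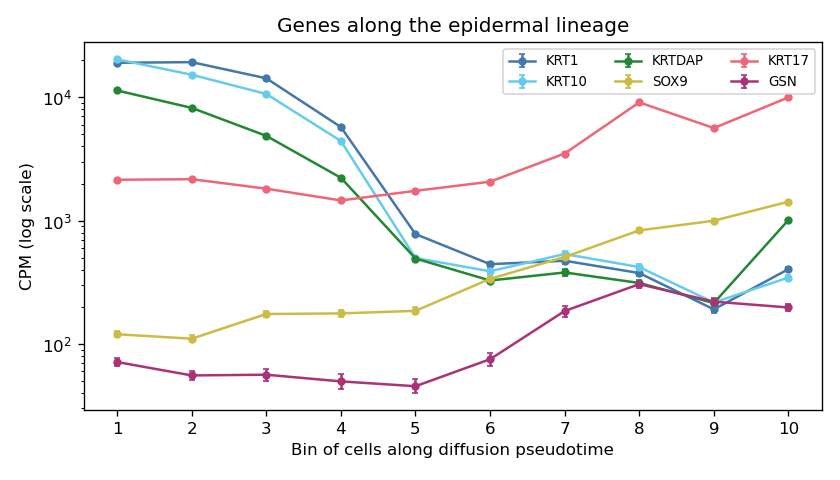
Level of *KRT1*, *KRT10*, *KRTDAP*, *SOX9*, *KRT17* and *GSN* (CPM, log scale, vertical axis) in each of 10 bins of epidermal lineage cells along diffusion pseudotime (horizontal axis), with points for CPM and error bars for exact 95% Poisson intervals. *KRT1*, *KRT10* and *KRTDAP* fall from the second bin to the fifth bin, while *SOX9*, *KRT17* and *GSN* rise from the fifth bin to the eighth bin, after which *KRT17* falls and rises again and *GSN* falls.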

The interaction gene network diagram of the genes encoded in IFE-DC was obtained using the STRING online tool (Fig. 4e). Among these interacting genes, the keratin-related gene *KRT10* was found to be directly correlated with the *KRT1, KRT79, KRT77,* and *KRT17*. In addition, KRT79 and KRT15 were verified by Immunofluorescence. The results showed the expression of KRT79 in the hair follicle epidermal of degenerative yak skin to be significantly higher than that of KRT15, and the expression of KRT14 was also higher than that of KRT15, which was consistent with the results of this study (Fig. 4f).

**Fig. 4:**
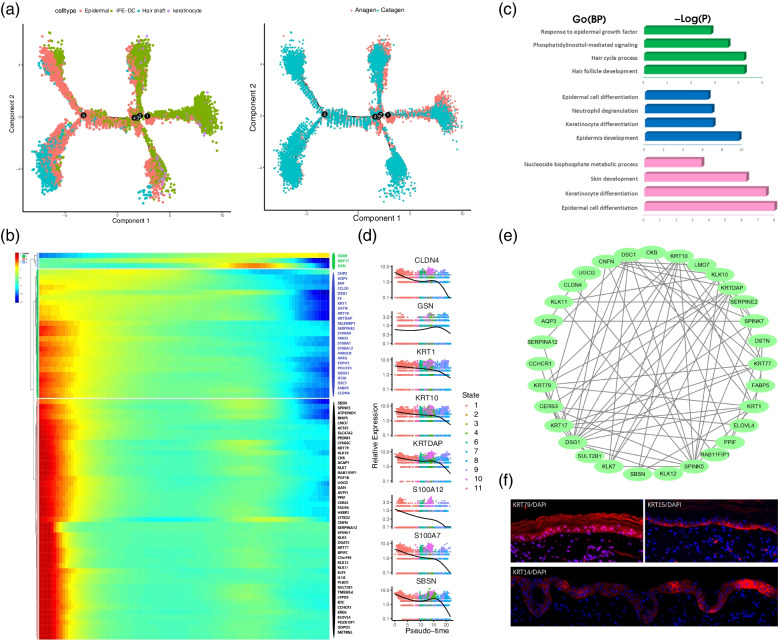
Construction of the pseudotime trajectory of epidermal cell lineage and IFE-DC heterogeneity analysis. **a** Construction of pseudotime trajectories of the epidermal cell lineages during anagen and anagen of yak hair follicles; **b** Gene expression dynamics during IFE-DC specialization;** c** GO analysis of differential genes in the process of IFE-DC specialization; **d** Expression of characteristic genes in different stages of IFE-DC; **e** Interaction analysis of the characteristic genes;** f** Immunofluorescence analysis of skin tissue

After analyzing the process of specialization of IFE-DC, this study further analyzed the process of specialization of the keratinocytes. The results showed that the pseudotime trajectory of the keratinocytes mainly had three branches. *SPINK5, KLK10, KLK7,* and *SPINK9* were highly expressed in branches 1 and 2, while S100A2 was highly expressed in branches 1, 2, 3, 4, and 5 (Fig. 5a). 

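Keratinocyte-like cells formed cluster 17. In these cells *KLK10* had 2106 CPM in anagen and 2836 in catagen, log2 ratios over all other cells of 4.31 (4.25 to 4.37) and 6.04 (5.97 to 6.12). For *SPINK5* (ENSBGRG00000016553) the ratios were 3.08 and 2.79, for *SPINK9* (ENSBGRG00000017477) 4.88 and 7.00, and for *S100A2* (ENSBGRG00000006215) 2.28 and 2.53. The class kept its cluster with any 1 of these 3 left out of the markers, whereas it lost its name without *KLK7* (ENSBGRG00000016031), whose ratio is therefore not given.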

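Of the kallikrein genes, *KLK6* (ENSBGRG00000016165) had 433 UMIs in anagen and 44 in catagen in keratinocyte-like cells, log2 ratios over all other cells of 5.36 (5.18 to 5.54) and 5.17 (4.52 to 5.84). *KLK12* (ENSBGRG00000015521) had ratios of 3.71 and 7.27, *CKB* (ENSBGRG00000024311) of 2.21 and 2.15, and *STARD5* (ENSBGRG00000008046) of 2.45 and 3.43. Along the rebuilt order, which has no branches and ends in keratinocyte-like and HS-like cells, *KLK6*, *KLK10*, *KLK12*, *SPINK9* and *STARD5* were highest in the last of the 10 bins. Their log2 ratios of the last bin over the first were 5.74, 5.19, 2.12, 1.53 and 1.11, in that order. That bin holds nearly all keratinocyte-like cells, so a gene raised in them would be high there in any case, and the start of their differentiation is not resolved. *CKB* was highest in the first bin, with a ratio of −0.43, and this sign changed with catagen cells alone (0.15) and with the order started at the median IFE-DC-like cell (1.59).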

Analysis of the characteristic genes in the keratinocytes showed that at the beginning of differentiation, the keratinocyte would highly express a series of kallikrein-related genes in specialization, including *KLK6, KLK7, KLK10, KLK12,* and highly express the genes like *SPINK9, CKB, STARD5* (Fig. 5b, 5c). These genes were mainly enriched in the epidermal development, negative regulation of hydrolytic activity, negative regulation of transport, and response to an inorganic substance. Furthermore, the important regulatory roles of these genes in the regulation of epidermal specialization were expounded. The expression levels of *SOX9, FARP1, TIMP1, TAGLN,* and *TPM1* were significantly up-regulated in the keratinocyte specialization stage, while the expression levels of *KRT75, KRT17,* and *WNT11* were up-regulated and then down-regulated during keratinocyte specialization. 

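Relative to all other cells, keratinocyte-like cells had log2 ratios of 1.21 (1.14 to 1.27) in anagen and 2.12 (2.07 to 2.18) in catagen for *SOX9*. They were 2.27 and 2.75 for *FARP1* (ENSBGRG00000022309), 2.39 and 3.16 for *TIMP1* (ENSBGRG00000015795), 3.49 and 3.15 for *TAGLN* (ENSBGRG00000025309) and 1.56 and 2.08 for *TPM1* (ENSBGRG00000003979). *KRT75* (ENSBGRG00000000961) had 7.496 and 6.08, *KRT17* 1.88 and 2.27, and *WNT11* (ENSBGRG00000017533) 4.86 and 5.41. With 15 principal components the catagen ratio of *WNT11* was −3.03, on 3 UMIs in 85 cells. From the first to the last bin of the rebuilt order, the log2 ratio was 4.71 for *FARP1*, 4.57 for *TIMP1*, 6.53 for *TAGLN*, 4.74 for *TPM1*, 7.59 for *KRT75* and 6.0995 for *WNT11*, each highest in the last bin, which holds nearly all keratinocyte-like cells, so that a later fall within them is not resolved.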

Interestingly, these genes were found to express not only in the skin but also in the adipose tissues, liver, and lung (Fig. 5d).

**Fig. 5:**
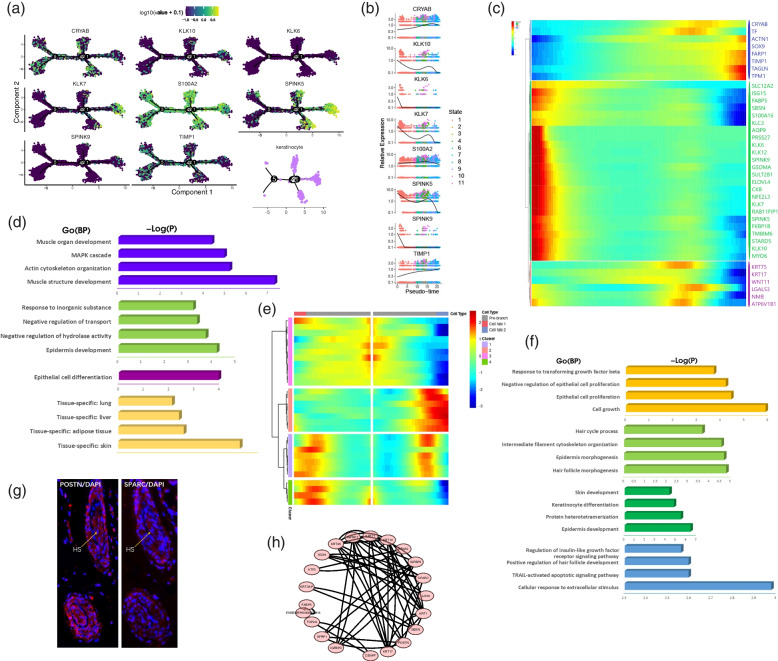
Dynamic changes in the gene expression during the specialization of keratinocyte, HS, and IRS. **a** Expression of the keratinocyte characteristic genes in pseudotime trajectory; **b** Expression of the characteristic genes in different stages of keratinocyte; **c** Gene expression during keratinocyte specialization; **d** Enrichment analysis of differential genes in keratinocyte cell specialization; **e** Gene expression during the specialization of HS and IRS;** f** GO enrichment analysis of the characteristic genes in the process of HS and IRS specialization; **g** Immunofluorescence analysis of the hair follicles; **h** Interaction analysis of characteristic genes in the specialization of HS and IRS

This study further analyzed the differential expression of branch 4 and branch 5. The two branches mainly expressed HS and IRS, and HS was found to mainly up-regulate the marker genes *SPARC* and *LHX2* [20]. However, these genes showed a downward trend in IRS (Fig. 5e), and were mainly enriched in cell growth, epithelial cell proliferation, negative regulation of the epithelial cell proliferation, and response to the transforming growth factor β (Fig. 5f). These functions also revealed the growth or maintenance process of the yak hair follicles. 

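In HS-like cells *SPARC* (ENSBGRG00000008993) had 3047 CPM in anagen and 2045 in catagen, against 118 and 42.6 CPM in IRS-like cells. The log2 ratio of HS-like over IRS-like cells was 4.69 (4.57 to 4.81) in anagen and 5.58 (5.29 to 5.90) in catagen. *LHX2* (ENSBGRG00000017595) had 487 and 382 CPM in HS-like cells against 21.8 and 18.7 CPM in IRS-like cells, ratios of 4.48 (4.21 to 4.77) and 4.35 (3.90 to 4.84). *LHX2* is a marker of the class, which kept both its clusters with *LHX2* left out of the markers.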

TGF-β2 played an important role in inducing the degeneration of the yak hair follicle, which might be mediated by the TGF-βRII to induce epithelial apoptosis [28]. 

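IRS-like cells formed cluster 10, whose name did not rest on any single marker, since the class kept it with each of *KRT71*, *KRT28*, *KRT27* and *KRT25* left out in turn. The level of *KRT71* was 8376 CPM in anagen and 14633 in catagen in these cells, against 71.2 and 65.4 CPM in HS-like cells, log2 ratios of 6.88 (6.72 to 7.04) and 7.81 (7.67 to 7.95). *KRT25* (ENSBGRG00000016734) had 5678 and 16519 CPM against 58.4 and 83.9, ratios of 6.60 and 7.62. *FABP5* (ENSBGRG00000019123) had 596 and 630.3 CPM against 71.2 and 34.0, ratios of 3.07 (2.90 to 3.23) and 4.21 (4.01 to 4.42).

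**Figure D3:**
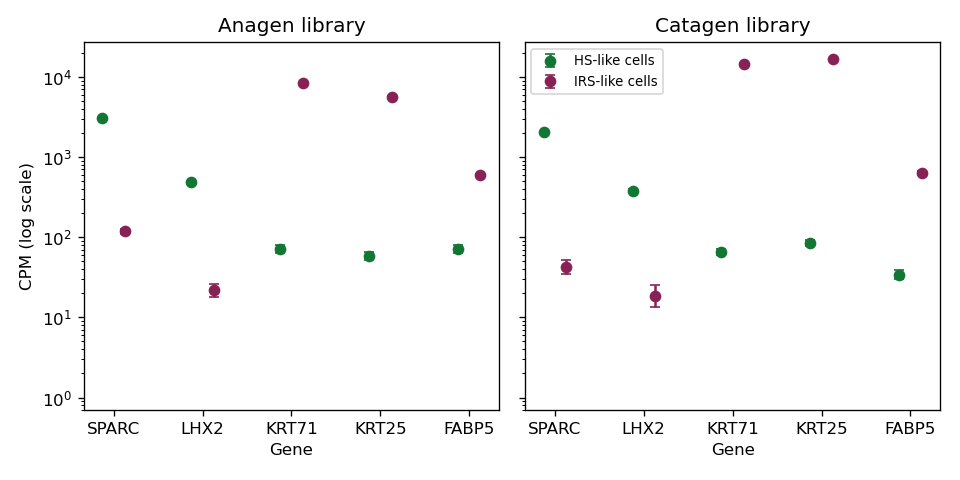
Level of *SPARC*, *LHX2*, *KRT71*, *KRT25* and *FABP5* (CPM, log scale, vertical axis) in HS-like and IRS-like cells of the anagen library and of the catagen library, with error bars for exact 95% Poisson intervals. *SPARC* and *LHX2* lie higher in HS-like cells, and *KRT71*, *KRT25* and *FABP5* in IRS-like cells, in both libraries.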

IRS specifically up-regulated the genes *KRT71, KRT25,* and *FABP5,* and were lowly expressed in HS. The Go enrichment analysis indicated these genes to be enriched in hair follicle morphogenesis, intermediate filament cytoskeleton organization and epidermal morphogenesis. For *KRT1, KRT10, KRTDAP,* and other genes which were highly expressed before branching, there were different variation trends in the branches of HS and IRS. These genes were highly expressed at the initial stage of HS specialization and then down-regulated, while they were lowly expressed at the initial stage of IRS specialization and then up-regulated and finally down-regulated. 

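As a whole class, HS-like cells had 629 CPM of *KRT1* in anagen against 581 in IRS-like cells, a log2 ratio of 0.11 (0.04 to 0.19), and 189.7 CPM against 165 in catagen, a ratio of 0.20 (0.03 to 0.38). For *KRT10* the ratios were 0.09 (0.00 to 0.17) in anagen and 1.04 (0.85 to 1.24) in catagen, and for *KRTDAP* −0.91 in both libraries. The anagen ratios of *KRT1* and *KRT10* changed sign under 7 of the 9 alternatives run for them, between −1.14 and −0.50 for *KRT1*, so no direction is read from them. How the levels change within HS and IRS specialization was not measured, since IRS-like cells were not part of the rebuilt order.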

The gene interaction analysis indicated that *KRT10, KRT25, KRT71, KRT17,* and *KRT1* were directly or indirectly linked, while the *IGFBP3, IGFBP5,* and *IGFBP7* of the insulin-like growth factor-binding protein family were closely related (Fig. 5h). IGFBPs are important initiating factors for cell growth. Studies have shown the insulin-like growth factor system to play an important role in hair development and hair follicle cycle control [29, 30]. The above results were verified by immunofluorescence analysis, and the results showed that POSTN and SPARC were all expressed in the HS (Fig. 5g).

The pseudotime trajectory inference analysis revealed the first branch to mainly corresponded to the dermal sheath, which was mainly concentrated in catagen. 

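DS-like cells were 62 of the kept anagen cells, 0.517% (0.397 to 0.663), and 84 of the kept catagen cells, 0.696% (0.556 to 0.862). The difference of catagen minus anagen was 0.179 percentage points, with an interval from −0.023 to 0.384 that includes 0, so a difference was not detectable at these counts. With no cell filter it was −0.0667 points (−0.3045 to 0.170), and with at least 1000 genes per cell 0.625 points (0.282 to 0.999), above 0. In alternatives chosen after seeing the data it was 0.450 points (0.2005 to 0.719) with the same smallest UMI total in both libraries and 0.3495 (0.1199 to 0.591) with that total scaled to depth, so whether counting error covers the difference depends on the cells kept. Median UMIs per DS-like cell were 8009.5 in anagen and 4789 in catagen.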

The connective tissue sheath-like cells adjacent to secondary hair buds have been found to participate in the reconstruction of DS during the hair cycle in the anagen I of the hair development, which increases the proliferation of the proximal DS cells, during the hair catagen III, the DS cells begin apoptosis, while during catagen VI, the DS cells disengage from the DS structure and migrate to the nearby dermis [31, 32]. Analyzing the fibroblasts showed them to express in both the branches (Fig. 6a), and highly express in both anagen and catagen, while the DS cells were mainly concentrated in branch 1. 

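Cluster 5, with the study's fibroblast markers, held 1030 anagen cells, 8.59% (8.10 to 9.11), and 522 catagen cells, 4.33% (3.97 to 4.71). The difference of −4.27 percentage points changed sign under the stricter cell filter (0.725 points) and without integration (0.731 points). Its cells and those of the DS-like and mesenchymal-like clusters were ordered as a dermal lineage, with 173 cells per bin. The lineage has the study's name for these classes. Cluster 5 ranked low on the extracellular matrix list, and whether DS-like cells are dermal was not tested. The order is therefore not shown to be one of dermal cells. Cells of cluster 5 filled the first 8 of the 10 bins, and the last bin was 80.9% DS-like and 18.5% mesenchymal-like. Whether these cells lie on several branches was not tested.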

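In cluster 5, *VIM* (ENSBGRG00000018970) had 20 UMIs in anagen and 43 in catagen, 3.28 and 19.4 CPM. Its log2 ratio over all other cells was −2.19 (−2.90 to −1.55) in anagen and 0.62 (0.14 to 1.07) in catagen, and the catagen sign changed under 6 alternatives, with values from −1.72 to −0.90 on 6 to 16 UMIs. *CD74* (ENSBGRG00000022423) had ratios of −1.63 and −3.65. *SELE* (ENSBGRG00000004787) had 0 UMIs in cluster 5 in both libraries, against 4.38 and 1.36 CPM in all other cells. *ADAMTS4* (ENSBGRG00000001210) had 9 UMIs in anagen and 6 in catagen there, ratios of −2.17 and −0.67 (−2.13 to 0.48). Higher levels stood in other clusters, with 2020.2 and 3173 CPM of *VIM* in endothelial-like and 1182 and 4197 CPM in mesenchymal-like cells, and 918 and 766 CPM of *SELE* in endothelial-like cells. Along the rebuilt dermal order, *ADAMTS4* had 3 UMIs in the first bin and 63 in the last, and *CD74* had 11 and 22, a log2 ratio of 1.19 (0.08 to 2.38) whose sign changed with another starting cell (−0.02). *VIM* rose from 0 to 222 CPM and *SELE* from 0 to 6.36 CPM, in a last bin that held almost no cell of cluster 5.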

During specialization, the fibroblasts were found to specifically up-regulate *VIM, CD74, SELE, ADAMTS4,* and other genes (Fig. 6b, 6c). These up-regulated genes were mainly enriched in extracellular matrix tissues, wound healing, positive regulation of cell migration, and blood vessel development (Fig. 6d). 

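In cluster 5, *DCN* (ENSBGRG00000002168) had log2 ratios over all other cells of 2.90 in anagen and 4.19 in catagen, *DNMT1* (ENSBGRG00000002388) of 1.65 and 2.02, *DGCR8* (ENSBGRG00000022686) of 1.36 and 1.92, and *MCM5* (ENSBGRG00000011694) of 2.48 and 3.72. *DCN* and *DGCR8* are among the study's markers of the class, which kept its cluster with either left out. Along the rebuilt dermal order, *DCN* was highest in the first bin, with a log2 ratio of last over first of −1.08 (−1.22 to −0.95). *DNMT1* was highest in the third bin (ratio −0.55), *DGCR8* and *MCM5* in the fourth (−0.73 and −0.63). With the median cell of the starting class as the first cell, the ratio of *DCN* was 2.13 and that of *DNMT1* 0.00.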

In the initial stage of differentiation, genes such as *DCN, DNMT1, DGCR8,* and *MCM5* were up-regulated, and were mainly involved in the double-strand break repair via break-induced replication, muscle structure development, and negative regulation of the cellular component organization. 

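Against all other cells, DS-like cells had log2 ratios of 1.76 (1.69 to 1.84) in anagen and 1.26 (1.13 to 1.38) in catagen for *ID1* (ENSBGRG00000016147), 2.76 and 3.24 for *LGALS1* (ENSBGRG00000001172), 2.49 and 2.20 for *ISYNA1* (ENSBGRG00000026356), and 1.80 and 2.16 for *PARP1* (ENSBGRG00000005223). From the first bin, of cluster 5 cells, to the last, mostly of DS-like cells, the ratios were 0.39, 1.38, 1.75 and 0.02 (−0.21 to 0.25) in the same order. With 5 bins the ratio was −0.06 for *ID1* and −0.21 for *PARP1*, and with catagen cells alone it was −0.30 for *PARP1*.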

The genes *ID1, LGALS1, ISYNA1,* and *PARP1* were down-regulated in the DS (Fig. 6e). These down-regulated genes were enriched in the cellular response to the organic cyclic compound. The genes *TIMP3, CCDC80, IGFBP6, IGFBP3,* and *TIMP1* were up-regulated and mainly enriched in membrane protein ectodomain proteolysis, protein processing, extracellular matrix organization and response to wound (Fig. 6f). 

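The log2 ratios of DS-like over all other cells were 3.55 (3.34 to 3.76) in anagen and 2.05 (1.72 to 2.37) in catagen for *TIMP3* (ENSBGRG00000013366), 3.69 and 5.09 for *CCDC80* (ENSBGRG00000000776), 1.88 and 2.97 for *IGFBP6* (ENSBGRG00000002440), 2.69 and 2.45 for *IGFBP3* (ENSBGRG00000020066) and 2.09 and 2.03 for *TIMP1*. All 5 genes also rose along the rebuilt dermal order, whose last bin holds most DS-like cells, by log2 ratios from 2.79 for *TIMP3* to 8.92 (6.44 to 14.23) for *CCDC80*, the latter on 1 UMI in the first bin and 426 in the last. DS-like cells held 59 *CCDC80* UMIs in anagen and 33 in catagen, so most of the 426 came from other cells. That bin was also 18.5% mesenchymal-like, and *CCDC80* was among the leading genes of the mesenchymal-like cluster 25.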

The expression levels of *ACTA2, TAGLN, CKB,* and *SDC2* were up-regulated in DS and down-regulated at the end of differentiation. These genes are mainly enriched in cell morphogenesis involved in differentiation, tissue migration, cell morphogenesis involved in differentiation, and cell–cell adhesion via the plasma-membrane adhesion molecules. 

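Among DS-like cells, *ACTA2* (ENSBGRG00000017216) had 351 CPM in anagen and 150.3 in catagen, log2 ratios over all other cells of 7.20 (6.90 to 7.49) and 6.66 (6.16 to 7.15). *TAGLN* had ratios of 5.10 and 4.15, *CKB* of 2.39 and 1.97, and *SDC2* (ENSBGRG00000005618) of 3.24 and 3.21. The cluster kept its name with *ACTA2* or *TAGLN* left out of the markers. Along the rebuilt dermal order each of the 4 genes was highest in the last of 10 bins, which holds most DS-like cells, with *ACTA2* going from 0 to 231 CPM. The bins follow cells from cluster 5 to DS-like cells and do not resolve a fall within DS-like cells.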

Notably, Previous studies have shown that there may be a differentiation relationship between DS\DP cells and dermal fibroblasts [33]. The interaction analysis of the DS cells gene set was carried out by Metascape, and the results showed *TF, SDC2, LGALS1, IGFBP7, IGFBP3, APOE,* and *TIMP1* to be involved in gene interaction, and *SPARC, ACTN1,* and *SERPING1* to constitute gene interactions (Fig. 6g). In addition, our immunofluorescence results showed that VIM was expressed in fibroblasts and ACTA2 was expressed in DS structure (Fig. 6h).

**Fig. 6:**
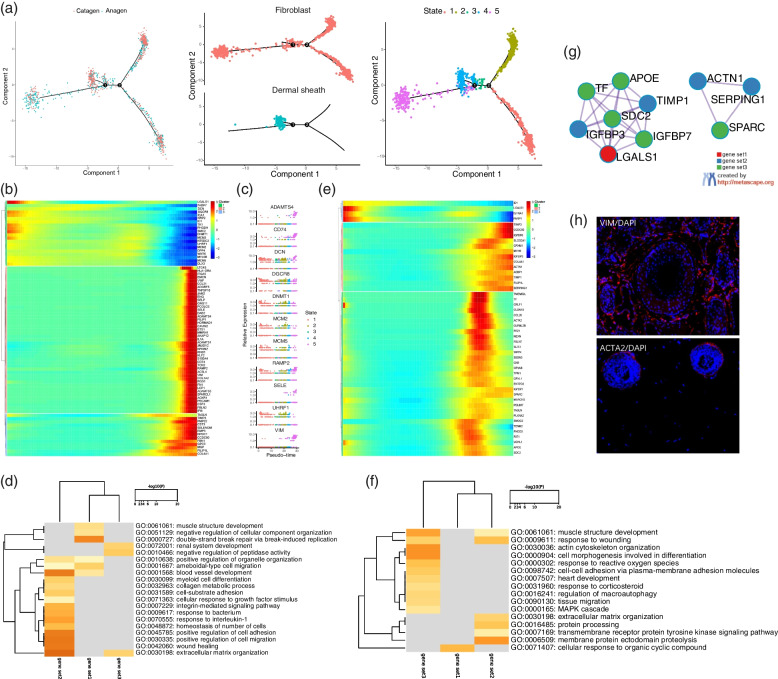
Dynamic changes in the gene expression during specialization of hair follicle fibroblasts and DS. **a** Construction of the pseudotime differentiation trajectory between the fibroblasts and DS; **b** Gene expression during fibroblast specialization; **c** Expression of the characteristic genes in different stages of fibroblast; **d** GO enrichment analysis of fibroblast characteristic genes; **e** Gene expression during DS specialization; **f** GO enrichment analysis of the characteristic genes in DS; **g** Interaction analysis of the characteristic genes in DS; **h** Immunofluorescence analysis of the hair follicles

In order to verify the above analysis results, this study also used immunohistochemistry to perform dyeing analysis of yak skin tissue (Fig. 7). The results show that LHX2 in hair follicles is highly expressed in the hair shaft, and the INFU marker gene TOP2A is low in the hair follicle structure and the epidermal cells around the hair follicles, which is consistent with the above results. In addition, this study also analyzed the expression of the genes of keratinocyte S100A2 and KLK7 in the skin tissue. It was found that the positive expression of S100A2 was mainly positioned in the epidermis tissue between the hair follicles, and the KLK7 protein was high expression. The expression of KRT14 in epidermal was higher than that of KRT17 in the skin tissue of yak hair follicle anagen.

**Fig. 7:**
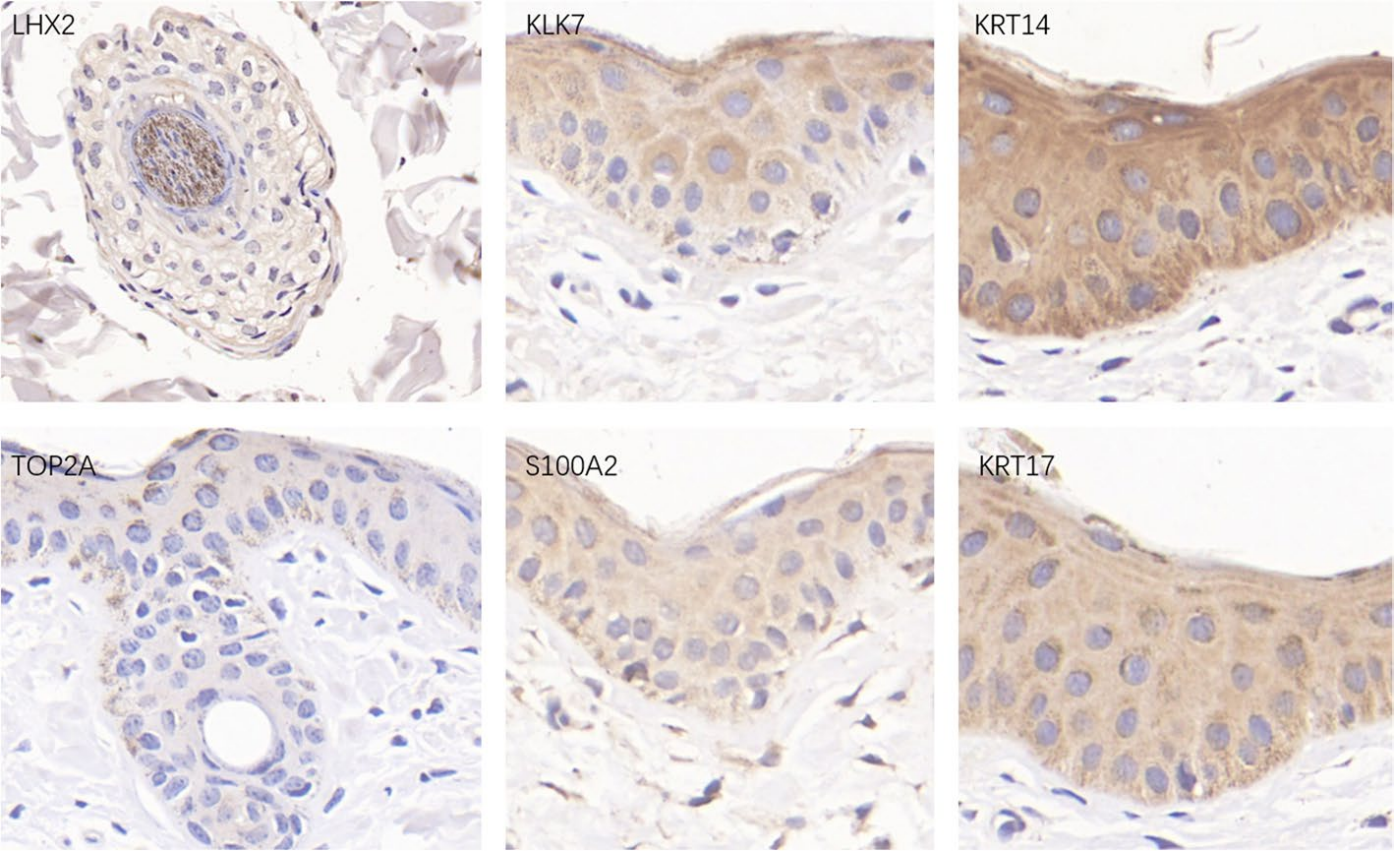
Analysis of the immunohistochemistry of the key protein of yak hair follicles

## Discussion

The high-throughput sequencing technology has greatly promoted the in-depth study of the different cell types in complex tissues. The cyclic regeneration of hair follicles is very complex, requiring different types of cell interaction. However, the development of the different types of cells is not synchronized. Studies are still lacking on the mechanisms in model animals. The current studies on yak hair follicle cyclic regeneration are mostly at the stage of morphological description. However, the studies on the hair follicle cycle transformation are limited by the lack of real gene markers in the different cell types, the different reception signals of multiple cells, the crosstalk of different cells, and the change of intermediate cells. This also makes the biological differences in cell interactions possibly covered by the average value, such that it is difficult to accurately describe the specific gene expression profiles of the different types of cells during hair follicle cycling.

With the development of scRNA-seq, many complex biological processes have been described in an unprecedented way. This is particularly useful for cell-level research because the scRNA-seq technology has a powerful ability for analyzing the cell heterogeneity in complex tissues. There are many successful cases of using the scRNA-seq for analyzing the heterogeneity in the morphogenesis of hair follicles [6]. However, there are few reports on the yak hair follicles. Therefore, analyzing the heterogeneity between different types of cells during yak hair follicle cycling using scRNA-seq will be of great significance for revealing the regulatory property of the yak hair follicle periodic growth. The transcriptome profiles of 24,124 single-cells were obtained by scRNA-seq sequencing of the hair follicles in the yak. Based on the reported marker genes and the functional genes of the cell group, each cell subgroup of the hair follicles in the anagen and catagen was identified, and the different cell types involved in developing HF in this period were analyzed. IFE-DC was successfully identified to have three cell clusters, epidermal had four cell clusters, fibroblasts had two cell clusters, while keratinocytes, HS, IRS, DS, and INFU each had one. After analyzing the difference in the expression of genes in each subset, the characteristic genes of the cell cluster-specific expression were identified and enriched by the GO function. The molecular functions and signaling pathways involved in the hair follicles cycle revealed the highly expressed genes in detail.

The cycling of the hair follicle and the transition between anagen and catagen are different cell expression processes. To reveal the property of different cells in the development process, different cells were extracted and analyzed. The epidermal cell lineages are enriched in the regulation of MAPK cascade, epithelial cell proliferation, response to wounding, epithelial cell differentiation, epidermis development, cell-substrate adhesion, and other pathways. The MAPK signal can regulate cell proliferation, differentiation, and apoptosis by affecting gene transcription and regulation. Studies have shown Tβ4 to affect the expression of p-catenin, p38 activation in the MAPK pathway, thereby affecting the growth of the villi, hair follicle distribution, and hair shaft number [34]. The dermal cell lineage was enriched in the epithelial cell proliferation, epithelial cell differentiation, muscle structure development, cell cycle regulation, integrin-mediated signaling pathway, wound healing, cell migration, positive regulation of the epithelial cell proliferation, regulation of supramolecular fiber tissue, and cell–matrix adhesion. These functions contribute to hair cycle regeneration and dermal cell differentiation, thus promoting the integrity of hair follicle structure.

The pseudotime differentiation trajectory analysis described the specific processes of epidermis towards IFE-DC, keratinocyte, HS, and IRS. The characteristic genes *LHX2, KRT25,* and *KRT71* were highly expressed in the specific processes of HS and IRS, and were consistent with the expression results of HS and IRS in the mice [6]. HS and IRS have highly expressed the marker genes of IFE-DC during specialization, and enriched during keratinocytes differentiation and epidermal cell differentiation, indicating that IFE-DC might have direct or indirect links during hair stem and IRS specialization. The pseudotime differentiation trajectory analysis of the differentiation relationship of the dermal cell lineage identified some key regulatory factors involved in the process of DS and fibroblast specialization in the yak hair follicle cycle regeneration that were similar to mice, such as mouse dermal sheath marker molecules *ACTA2* and *TAGLN* [21], and the fibroblast marker molecules *VIM* and *DCN* [6]. The analysis of the second branch of the dermal spectrum identified fibroblasts to be divided into two different specialization directions, with a possibility of unidentified fibroblast subsets. Interestingly, no *SOX2* gene was found while analyzing the whole sequencing data of the yak hair follicles, but was found in the DP cells of the mice and cashmere goats [35], indicating that the yak and other animals differed with respect to the process of hair follicle specialization.

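The gene list of the matrices has 16 symbols of the SOX family but no gene named *SOX2*, so 0 of 238022638 UMIs in 38697 cells could be counted for it over all 3 deposited libraries. The third library is of telogen, a stage that the paper does not report. A count of 0 for a gene that is not on the list sets no limit on its level. The RefSeq table of gene symbols provided as a reference has 1 gene named *SOX2*. Of the 26924 listed genes, 11159 carry an identifier only, and whether *SOX2* is among these was not tested.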

## Conclusions

In summary, this study used scRNA-seq to reveal different cellular transcriptional regulators during anagen and catagen of white yak hair follicles, and the key genes and gene expression profiles of the cell fate during hair follicle cycle transition were described, providing new insights into the direction of cell differentiation and intermediate cell process. At the same time, these results would enrich us by improving our understanding of the cycling of hair follicles.

## Methods

### Experimental animals

All the yaks involved in this study were obtained from the Tianzhu white yak propagation bases of Wuwei City, Gansu Province of China. The experimental procedures were approved by the Animal Care and Use Committees of the Lanzhou Institute of Animal Science and Veterinary Medicine, the Chinese Academy of Agricultural Sciences.

### Analysis of Immunofluorescence and immunohistochemistry

The villi and coarse hairs on the skin surface samples were removed, cut into smaller tissue blocks, and fixed for more than 24 h using a fixative. The target tissue was smoothened, and the dehydration box was put into the dehydrator (Diapath, BG, Italy) with different concentrations of gradient alcohol (Sinopharm Chemical ReagentCo., Ltd, Shanghai, China) for dewaxing and xylene (Sinopharm Chemical ReagentCo., Ltd, Shanghai, China). The tissues were soaked in wax, embedded in the embedding machine, and removed from the dehydration box before the wax solidified. The samples were then cooled at -20 °C, the wax block was removed from the embedding frame and fixed at -20 °C, and sliced on a pathology slicer (Shanghai Leica Instrument Co., Ltd., China), a thickness of 4 μm. The tissue was flattened when the slice floated on the 40 ℃ warm water in the spreading machine, and then, the tissue was affixed to the glass slides and baked in the oven at 60 ℃. The sections were then deparaffinized and and rehydrated, the slides were immersed in EDTA antigen retrieval buffer (pH 8.0) (Servicebio, Wuhan, China) for antigen repair. The excess liquid, was drained off and the objective tissue was marked with a liquid blocker pen (Servicebio, Wuhan, China). The PBS (Servicebio, Wuhan, China) was dried and blocked with 3% BSA (Servicebio, Wuhan, China) for 30 min, and then the diluted primary antibody was added dropwise on the tissue section and incubated at 4 °C in the wet box overnight. The slice was then washed three times with PBS, 5 min each time, and then slightly dried, before adding the secondary antibody (Servicebio, Wuhan, China) dropwise, followed by incubation in the dark for 50 min. After incubation, these tissues were rinsed three times with PBS, 5 min each followed by the addition of spontaneous fluorescence quenching (Servicebio, Wuhan, China) reagent with incubation for 5 min. The slides were then rinsed under flowing water for 10 min and finally mounted with a coverslip with an anti-fade mounting medium. Immunofluorescence using DAPI (Servicebio, Wuhan, China) for nuclear dyeing. Immunohistochemical uses DAB chromogenic reaction, and the sections are counterstained with hematoxylin stain solution. The primary antibodies KRT79, KRT15, POSTN, SPARC, VIM, and ACTA2 were from Bioss (Bioss, Beijing, China). The antibodies LHX2, KLK7, TOP2A, KRT14, KRT17, and S100A2 were from Servicebio (Servicebio, Wuhan, China).

### Preparation of single cell suspension

This study selected three healthy Tianzhu white yaks of about 2 years old as cows. The skin tissue of the scapula was collected during the anagen and catagen of the yak, after cleaning and disinfection, in the tissue protection liquid. The cells were rinsed twice with PBS (Solarbio, Beijing, China) and 75% ethanol in the ultra-clean bench, cut into small strips of 0.5 × 0.2 cm, digested with 0.25% dispase (Sigma, St. Louis, MO, USA) for 2 h in a 37℃ incubator, and a single hair follicle was pulled out, visualized under a stereomicroscope (Olympus, Tokyo, Japan) and placed in a petri dish. After being digested with 0.25% trypsin for 0.5 h, the cells were observed under a microscope to visualize whether they all fell off from the hair shaft. After repeated blows, with 40 μm cell sieve filtration, and centrifugation, the supernatant was aspirated with a Pasteur pipet and resuspended with the medium. Then, the supernatant was centrifuged repeatedly three times and finally, the cells were counted using the cell counter.

### Library preparation and sequencing

The single-cell library was constructed and sequenced by Berry Genomics Corporation (Beijing, China) and the cell was labeled based on the 10xGenomics Chromium™ system. The gel beads containing barcode information were mixed with the cells and beads of oil to form the GEMs. Each gel bead contained a large number of probes composed of Read1, Barcode, UMI, and dT. In each GEM, the mRNA released after the cell rupture was reverse transcribed into the cDNA with Barcode. The cDNA was collected and amplified, and the sequencing library was constructed according to the standard procedure of Illumina sequencing library construction. The size of the InsertDNA in the library was detected using Agilent 2100. After the library was qualified, the PE150 sequencing was performed on the Illumina NovaSeq 6000 platform.

### Sequencing data preprocessing

The original image file obtained by Illumina Novaseq high-throughput sequencing was transformed into Raw Data by base recognition, and then the data were filtered. Removal of adaptor, the number of N > 3, and low quality Reads. The cell detection, reference genome alignment, cell clustering and gene differential expression analysis were performed using the 10 × Genomics official analysis software, CellRanger. The reference genome splicing was identified and the reads were compared using STAR in Cell Ranger. The sequencing errors in the UMI sequence by CellRanger, and the group reads with the same bar code, UMI, and gene annotation were corrected. Only reliable reads could be used for UMI counting. After the CellRanger was completed, the scRNA-seq data were clustered.

### Downstream data analysis of the scRNA-seq

The Seurat package was used for directly reading into the expression matrix after CellRanger analysis, and the Seurat object was created. Then, the low-quality cells were filtered, and the expression percentages of mitochondrial genes, ribosomal genes and hemoglobin genes in the matrix were calculated using the FilterCells function, then use the NormalizeData function to normalize the data. we applied FindIntegrationAnchors and IntegrateData implemented in the Seurat package to remove the batch effects and merge samples into one object. FindIntegrationAnchors took the union of the top 2,000 HVGs from each sample, which was subjected to compute anchors that were finally applied to integrate different datasets. The expression matrix was reduced to important eigenvalues using the dimension reduction algorithm. The principal component analysis (PCA) was used for reducing the dimension of the expression matrix from cells × genes to cell × M. After quality control and scRNA-seq data standardization, the cell clustering results were obtained. At the same time, the signature genes of all the clusters were calculated using the FindAllMarkers function, and the cluster cells were annotated based on the previously reported typical marker genes. Use Monocle for pseudotime trajectory analysis, the dermal cell line cells and epidermal cell line cells were selected as the research objects of Monocle for analysis. The Monocle object is constructed using the newCellDataSet function, and all differentially expressed genes in the cell cluster are screened to construct a minimum spanning tree. Then, the single cell was searched in high-dimensional and low-dimensional space for optimal sorting. Finally, the optimal cell pseudotime trajectory, characteristic gene expression distribution map of each branch and clustering heat map were drawn.

### Enrichment analysis and Interaction analysis

The GO enrichment analysis of differential genes identified the significant relationship between the differential genes in the different groups and biological functions. In this study, the GO enrichment analysis of differentially expressed genes was performed using Metascape (http://metascape.org/). At the same time, the gene name of the regulatory network was transformed into the ID of the gene using the R language. The potential pathways were analyzed using GO enrichment analysis from three aspects: biological process (BP), cellular component (CC), and molecular function (MF). The potential interactions between the coding genes were searched using the STRING database (https://string-db.org/) to construct the interaction network.

## Data Availability

All the sequencing data used in this research is deposited in NCBI GEO databases under accession number: GSE205456.

## Abbreviations

IFE-DC: Interfollicular epidermis differentiated cell
INFU: Infundibulum
IRS: Inner root sheath
DS: Dermal sheath
GO: Gene ontology
MAPK: Mitogen-activated protein kinase
BP: Biological process
CC: Cellular component
MF: Molecular function

How the deposited data were processed for this re-analysis (not part of the article)

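Cells from skin of the white yak scapula were sequenced as 10x Genomics single-cell libraries, 1 from anagen, 1 from catagen and 1 from telogen, the last of which the paper does not report. For anagen and catagen, the methods describe that hair follicles were pulled from the skin before digestion with trypsin. The authors deposited the counts of each library as Cell Ranger wrote them, with 1 whole number of UMIs per gene and cell barcode and no normalization. As the methods describe, reads had been aligned with STAR, UMIs corrected and cells called by Cell Ranger before that, and the file headers name version 4.0.0 for anagen, 3.1.0 for catagen and 6.0.2 for telogen. The telogen matrix holds 14573 cells and 103511775 UMIs, with a median of 5561 UMIs and 1261 genes per cell.

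Cells with at least 200 detected genes were kept, which left out 13 anagen, 62 catagen and 71 telogen cells. The paper calculated mitochondrial, ribosomal and hemoglobin percentages and its text gives no thresholds. The gene list has 0 symbols that start with MT-, the only form searched for, so no mitochondrial limit was applied. Whether mitochondrial genes are listed under other names was not tested. Doublets were left in. Scrublet, run in scanpy on each library with its own threshold, called 0 anagen cells, 1 catagen cell and 0 telogen cells, which shows that the threshold had not worked. For that reason the highest 5% of Scrublet scores (600, 606 and 729 cells) were removed as an alternative that was chosen after seeing the data.

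The anagen and catagen cells were processed in R 4.3.3 with Seurat 5.3.0: log-normalization, 2000 variable genes per library by the vst method, anchors by canonical correlation, integration, principal components and clustering with 20 neighbours. The 72 genes with a row among the 73 that the study names were left out of the variable genes. The telogen library was clustered alone in the same way, into 20 clusters. Clusters were named from 68 markers, 62 of which are on the gene list, taken from the study's text and figures and, for mesenchymal, endothelial, immune, melanocyte, hair cortex, S phase and pericyte cells, from lists fixed for this work. *COL1A1*, *CD3E*, *DCT*, *KRT31*, *KRT86* and *TYROBP* are markers without a row. The fold and number of markers for a name, the demand that a marker be among the 10 leading genes and the classes used for each lineage were chosen after the clusters had been seen. A clustering with all markers left out of the variable genes had been run and seen before the design was followed as written, and is kept as an alternative. Each marker was left out of the naming in turn, and the names changed for *S100A7*, *IGFBP5*, *TOP2A*, *KRT14*, *KRT15*, *CCL27* and *KLK7*, so these are not reported as results of their classes.

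UMIs were summed per library, or per class within a library, and given as CPM. Ratios of levels carry exact intervals from the binomial share of the summed counts, single levels carry exact Poisson intervals and shares of cells carry exact Clopper-Pearson intervals, all at 95%. Differences of shares carry Newcombe's interval. With 1 library per stage there is no replicate, so no p-value and no number of changed genes is given. Shares of cells with a UMI of a gene were taken after each cell had been thinned to 1500 UMIs. Phases of the cell cycle were scored in scanpy with the gene lists that Seurat provides, of which 35 S and 44 G2/M genes were found.

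Diffusion pseudotime was computed in scanpy 1.11.5 on the integrated components, for epidermal lineage and dermal lineage cells separately, in place of Monocle, and levels were summed over 10 bins. Lists of genes for mitotic division, DNA replication, extracellular matrix, keratinization, actin cytoskeleton and endothelial cells, written by hand, were compared with 10000 random lists matched over 20 bins of expression. They share genes with the markers or with each other in part: *RRM2*, *MCM6* and *PCNA* of the DNA replication list are also S phase markers. After values had been seen, lists for early response, other inner root sheath, other hair cortex, other endothelial and other mesenchymal genes were added to test explanations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 was used for these steps.

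The genes to report were set by a rule: each gene that the study names for an expression value, of all other genes the 5 with the highest and the 5 with the lowest whole-library ratio of catagen over anagen among those with a symbol and at least 50 CPM in either library, the 5 leading genes of each class, and for telogen the 3 genes with the highest and the 3 with the lowest ratio to the nearer of the other libraries. This rule, the comparisons, the settings, the first 6 gene lists, the markers and the alternatives were chosen before the data were examined, apart from what is named above as chosen later. The alternatives were no cell filter, at least 1000 genes per cell, resolutions of 0.4 and 1.2, the study's genes kept among the variable genes, no integration, 15 principal components, other scalings, thinning to 3000 UMIs or none, other measures of variability, other settings of the pseudotime and other summaries of the lists. Alternatives added later were removal of the highest doublet scores, all markers left out of the variable genes and a pair of minimum UMI totals for catagen cells, of which 1 took the smallest anagen total and the other scaled it by the depth of IFE-DC-like cells (1726 UMIs, 2717 catagen cells left out).

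The computation of ratios and the ranking of lists were tested on simulated data. Of 200 genes simulated as changed among 1917, 200 had an interval that left out 0, and 94.7% of all intervals held the simulated ratio. Of simulated lists without a change, 4.5% ranked above 95% of the random lists, and of raised lists 100% did. Immunofluorescence and enrichment or interaction results that rest on outside databases were not analysed here.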

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

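The tests of free RNA reported here were chosen only after the result was seen, whereas the question whether the telogen library was sampled in the stage of its label was written before.

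In the anagen and catagen libraries, 3 classes of cells appeared under names that the paper does not use. A count of 0 allows a share of up to 0.025% in anagen and 0.0249% in catagen, and the intervals of these shares lay above it, except that of mesenchymal-like cells in catagen. Any cluster of more than a few cells passes this limit, so it says nothing on what the cells are. Hair cortex-like cells (cluster 11, led by *KRT85*, *KRT35* and *KAP11.1*) were 589 anagen cells, 4.91%, and 231 catagen cells, 1.92%, with 13147 and 13612 CPM of *KRT85*. Endothelial-like cells (cluster 22, led by *CCL21*, *PECAM1* and *ACKR1*) were 78 anagen cells, 0.651%, and 39 catagen cells, 0.323%, with 1870.4 and 1928 CPM of *PECAM1*. Mesenchymal-like cells (cluster 25, led by *COL1A2* and *COL3A1*) were 28 anagen cells, 0.234%, and 4 catagen cells (0.0332%, interval from 0.009%), with 15306 and 783 CPM of *COL1A2*. Free RNA from other cells was tested as a technical explanation, by lists of genes of each type that had not named the cluster, since free RNA would raise them no more than random genes. The list of other hair cortex genes had median log2 ratios over all other cells of 3.44 in anagen and 4.40 in catagen, over 6 of its 12 genes, and both lay above 100% of the random lists. The list of other endothelial genes had 5.96 (6 of 12 genes) and 5.61 (9 of 12 genes), and the list of other mesenchymal genes 6.93 (8 of 10 genes) and 5.83 (7 of 10 genes), also above 100% of them. Of the latter, 6 genes are on the extracellular matrix list too, and 9 genes of the other endothelial list are also on the endothelial list. The values argue against free RNA as the whole source of these clusters. A candidate explanation is that cells of the hair cortex, of vessels and of the dermis were in the suspensions, which stays a hypothesis, since it was found and tested in the same libraries. Doublets stay open for part of the hair cortex-like cells. Of these, 6.62% in anagen (4.75 to 8.94) and 11.7% in catagen (7.85 to 16.5) had the highest doublet scores, against 5.00% and 4.93% of all kept cells. Among endothelial-like and mesenchymal-like cells 0 had such a score. Whether the mesenchymal-like cells are among those the paper calls fibroblasts, or the hair cortex-like cells among its hair shaft cells, was not tested. Whether their shares differ between the stages could not be tested with 1 library per stage.

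The telogen library, which the paper does not report, held classes of its own when it was clustered alone. A count of 0 would allow a share of up to 0.0207% of its 14502 kept cells, a limit that any cluster of more than a few cells passes. IFE-DC-like cells were 1717 of them, 11.8%, HS-like cells 1181 (8.14%), epidermal-like cells 628 (4.33%), INFU-like cells 564 (3.89%), IRS-like cells 390 (2.69%), S phase-like cells 288 (1.99%), hair cortex-like cells 167 (1.15%), keratinocyte-like cells 95 (0.655%) and endothelial-like cells 43 (0.2965%). The 11 clusters without a name held 65.0% of its cells. IRS-like and hair cortex-like cells are cells of a growing hair, and free RNA was tested for the former by genes of the inner root sheath that had not named the cluster. Their median log2 ratio over all other telogen cells was 4.04, over 4 of the 10 genes, above 100% of the random lists, which argues against free RNA. Of this list, 1 gene (*TGM3*) is on the keratinization list too. A mix of follicles in several phases in the sampled skin stays open as a biological explanation and was not tested. A library sampled in another stage than its label and a true telogen library cannot be told apart here, because there is 1 telogen library and no other sample of that stage to set it against.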

How the results depend on the processing

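The alternatives with the same smallest UMI total, with that total scaled to depth, with the highest doublet scores removed and with all markers left out of the variable genes were chosen after seeing the data. The planned removal of doublets called by Scrublet was not run, since it called 0 anagen cells, 1 catagen cell and 0 telogen cells. No paired analysis was possible because each stage has 1 library. Resolution 0.4 gave no value for cells with the fibroblast markers, DS-like and endothelial-like cells, and the stricter cell filter, no integration, 15 principal components and the study's genes kept gave none for endothelial-like cells. The cause was not tested for any change reported here, unless it is named.

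The share of HS-like cells was higher in catagen under each alternative run for it (3.57 to 13.3 percentage points), and those of INFU-like (−9.20 to −1.97 points) and IRS-like cells (−3.53 to −1.42 points) were lower. The whole-library log2 ratio of *AREG* was below 0 under each alternative run (−1.36 to −0.89). *SPARC* and *LHX2* were higher in HS-like and *KRT71*, *KRT25* and *FABP5* in IRS-like cells under each alternative run, in both libraries.

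Differences of shares are given as catagen minus anagen in percentage points. With no cell filter they were −0.664 for IFE-DC-like, 0.767 for epidermal-like, 11.9 for HS-like and −5.74 for cells with the fibroblast markers, and the sign changed for DS-like cells (−0.0667). With at least 1000 genes per cell they were 1.57 for epidermal-like, 3.57 for HS-like, −5.05 for INFU-like, −1.42 for IRS-like, 1.81 for keratinocyte-like and 0.625 for DS-like cells, and the sign changed for cells with the fibroblast markers (0.725). At resolution 0.4 the epidermal-like difference was 4.42, and at resolution 1.2 it was 7.55, with −7.57 for INFU-like cells and −1.23 for those with the fibroblast markers. With the study's genes kept among the variable genes, the differences were 0.806 for epidermal-like and −4.46 for INFU-like cells and −0.0088 for those with the fibroblast markers.

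Without integration the difference was −16.6 for IFE-DC-like (with 7 such cells left in catagen) and −9.20 for INFU-like cells, and the sign changed for epidermal-like cells (−24.0), keratinocyte-like cells (−7.87) and those with the fibroblast markers (0.731). With 15 principal components it was −0.404 for IFE-DC-like, 12.2 for HS-like and −4.03 for INFU-like cells and −3.33 for those with the fibroblast markers, and the sign changed for epidermal-like cells (−0.411). Removal of the highest doublet scores gave −3.82 for IFE-DC-like, 12.0 for epidermal-like and 11.5 for HS-like cells and −5.24 for those with the fibroblast markers. All markers left out gave 7.97 for epidermal-like cells. The same smallest UMI total gave 6.80 for epidermal-like, 6.18 for HS-like, −1.97 for INFU-like, −2.55 for IRS-like, 0.956 for keratinocyte-like and 0.450 for DS-like cells, and the sign changed for IFE-DC-like cells (1.197). That total scaled to depth gave −0.609 for IFE-DC-like, 8.30 for epidermal-like, 9.93 for HS-like and −2.57 for INFU-like cells. The size of the HS-like difference and the sign of the IFE-DC-like difference are thus limited by which catagen cells of low UMI totals are kept.

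For the whole libraries, the log2 ratios of catagen over anagen under the mean over cells of each cell's CPM were −1.34 for *AREG* and −0.52 for *TOP2A*, and the sign changed for *KRT71* (−0.42). Without the 20 most abundant genes they were −0.999 for *AREG* and 0.17 for *KRT71*, and the sign changed for *TOP2A* (0.0099), by the shift of 0.08 that this scaling gives all genes. Under median-of-ratios scaling they were −1.36 for *AREG* and −0.35 for *TOP2A*, and the sign changed for *KRT71* (−0.19), by the shift of the median gene (0.28). In cells with at least 1000 genes they were −0.89 for *AREG* and 0.38 for *KRT71*, and the sign changed for *TOP2A* (0.21). The ratio of *TOP2A* was −0.17 with the highest doublet scores removed. Without thinning, the share of cells with a UMI differed by −28.5 points for *AREG*, −11.6 for *TOP2A* and −15.4 for *KRT71*, and after thinning to 3000 UMIs by −8.01 points for *KRT71*. No order of the stages is read from the shares of *AREG*, *TOP2A* and *KRT71*, whose thinned catagen shares could not be set apart from free RNA. Thinning moved the difference of cells in S or G2/M phase from −9.76 to −12.3 points. Ranked by dispersion, 0 genes of Fig. 1b were among the 10 most variable in anagen and 0 in catagen. At resolution 0.4, 25 of 33 study genes were higher in their class in both libraries, whatever direction the paper gives. In the main clustering 45 of 54 were, with more pairs because more classes were found.

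In anagen, the log2 ratios of HS-like over IRS-like cells changed sign for *KRT1* and *KRT10* with no cell filter (−0.50 and −0.36), at resolution 0.4 (−0.55 and −0.38), with the study's genes kept (−0.77 and −0.53), without integration (−0.94 and −0.74), with 15 principal components (−0.92 and −0.58), with the highest doublet scores removed (−1.14 and −1.05) and with all markers left out (−0.60 and −0.50). In catagen, the ratio of *VIM* in cells with the fibroblast markers changed sign with no cell filter (−1.11), at least 1000 genes (−1.72), the study's genes kept (−0.998), no integration (−1.12), 15 principal components (−1.19) and the highest doublet scores removed (−0.90). That of *SBSN* in IFE-DC-like cells did with no cell filter (−0.96), resolution 0.4 (−0.24) and 15 principal components (−0.75), that of *SOX9* there without integration (0.0014, on those 7 cells), and that of *WNT11* in keratinocyte-like cells with 15 principal components (−3.03, on 3 UMIs).

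Along pseudotime, ratios of the last bin over the first changed sign with catagen cells alone for *CKB* in the epidermal lineage (0.15) and *PARP1* in the dermal lineage (−0.30), and with 5 bins for *ID1* (−0.0578) and *PARP1* (−0.21). Started at the median cell, they did for *SBSN* (1.54) and *CKB* (1.59) in the epidermal and *CD74* (−0.0244), *DCN* (2.13) and *DNMT1* (0.0021) in the dermal lineage. With all detected genes, the extracellular matrix list changed sign in DS-like cells (−0.0174 in anagen and −0.028 in catagen), and the actin cytoskeleton list in keratinocyte-like cells of anagen (−0.29).

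In telogen, the shares at resolution 0.4 were 13.5% for IFE-DC-like and 6.39% for INFU-like cells. At resolution 1.2 they were 5.36% for HS-like, 10.0% for IFE-DC-like, 1.98% for INFU-like and 3.58% for keratinocyte-like cells. With at least 1000 genes per cell they were 10.6% for IFE-DC-like, 5.85% for INFU-like, 4.01% for IRS-like, 2.48% for S phase-like, 5.46% for epidermal-like, 1.65% for hair cortex-like and 0.942% for keratinocyte-like cells.

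Of the values of single genes, lists and smaller classes over all alternatives, 655 stayed within their counting interval or, for lists, at the same value to 2 decimals, 548 moved further and kept their direction, and 37 changed sign. Of the values that answer a comparison, 83 stayed within their interval or, for counts of genes, within 1.5-fold, 68 moved further and 11 changed sign.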

Differences from the paper's values

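The shares of cells that differ from those in Fig. 1d, read by eye, are given here, in percent of the kept cells of each library. For IFE-DC-like cells the share was 16.8% in anagen, against the paper's about 28% in Fig. 1d, and none of the alternatives set before the data were examined closed the gap. In catagen it was 14.3% against the paper's about 26% in Fig. 1d, which none of them closed either. With the smallest anagen UMI total required of catagen cells too, an alternative chosen after seeing the values, it was 18.0%, within 1.5 times the paper's share.

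For epidermal-like cells the share was 8.10% in anagen against the paper's about 25% in Fig. 1d. Resolution 0.4 (24.2%), no integration (25.5%) and 15 principal components (24.8%) closed this gap, while no cell filter, the stricter cell filter, resolution 1.2 and the study's genes kept did not. In catagen it was 18.2% against the paper's about 37% in Fig. 1d, and resolution 0.4 (28.6%) alone closed the gap, while the other 6 alternatives did not. For INFU-like cells the share was 7.11% in anagen against the paper's about 14% in Fig. 1d. The stricter cell filter (12.4%), resolution 1.2 (13.0%) and no integration (13.0%) closed the gap, and no cell filter, resolution 0.4, the study's genes kept and 15 principal components did not.

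Cells with the fibroblast markers were 8.59% in anagen against the paper's about 4.5% in Fig. 1d. The stricter cell filter (4.62%), resolution 1.2 (4.06%), the study's genes kept (4.08%) and no integration (3.796%) closed the gap, no cell filter and 15 principal components did not, and resolution 0.4 gave no such class. DS-like cells were 0.517% in anagen against the paper's about 0.8% in Fig. 1d. No cell filter (0.875%), the stricter cell filter (0.6795%), resolution 1.2 (0.676%), the study's genes kept (0.759%) and no integration (0.584%) closed the gap, and 15 principal components did not. Removal of the highest doublet scores (0.676%) and all markers left out (0.684%), both chosen after seeing the values, closed it too. In catagen DS-like cells were 0.696% against the paper's about 1.2% in Fig. 1d. No cell filter (0.808%), the stricter cell filter (1.305%) and the study's genes kept (0.912%) closed the gap, and resolution 1.2, no integration and 15 principal components did not. The smallest anagen UMI total required of both libraries (0.968%) and that total scaled to depth (0.867%), both chosen after seeing the values, closed it as well. Resolution 0.4 gave no DS-like class.

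Cells of clusters without a name were 38.8% in anagen against the paper's about 14% in Fig. 1d, and no integration (12.2%) alone closed the gap, while the other 6 alternatives did not. In catagen they were 31.6% against the paper's about 6.1% in Fig. 1d, and none of the alternatives set before the data were examined closed the gap. Without integration they were 62.6% of catagen cells.

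The paper states *KRT71* as lower in catagen, and its whole-library log2 ratio of catagen over anagen was 0.09. It was below 0 with the mean over cells of each cell's CPM (−0.42) and under median-of-ratios scaling (−0.19). The paper places DS cells mostly in catagen, and DS-like cells were 62 in anagen and 84 in catagen, a difference of 0.179 percentage points with an interval from −0.023 to 0.384. The interval lay above 0 under the stricter cell filter (0.625 points, 0.282 to 0.999) and, both chosen after seeing the values, with the smallest anagen UMI total required of both libraries (0.450 points) and with that total scaled to depth (0.3495 points).

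The paper has *ID1*, *LGALS1*, *ISYNA1* and *PARP1* fall in DS cells, and in DS-like cells over all other cells the log2 ratios were 1.76 and 1.26, 2.76 and 3.24, 2.49 and 2.20, and 1.80 and 2.16 in anagen and catagen. From first to last bin they were 0.39, 1.38, 1.75 and 0.02, and below 0 with 5 bins for *ID1* and *PARP1* and with catagen cells alone for *PARP1*. With catagen cells alone *ID1* was highest in the sixth bin, at 1298 CPM, and stood at 919 CPM in the last.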

Other observations

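The tests reported here were chosen only after the result was seen, apart from those of the tissue pieces or library preparations and of the Cell Ranger version, which were written before.

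The higher share of HS-like cells in catagen (13.2 percentage points more than in anagen) was weighed against technical explanations. Lower UMI counts per catagen cell would make it vanish once the same smallest total of UMIs is required of both libraries, and 6.18 points were left. Integration that had pulled cells into the HS-like clusters would make it vanish without integration, and 13.3 points were left. HS-like cells were then 6.89% of anagen and 20.2% of catagen cells. That setting is a weak test, since 62.6% of catagen cells took no name in it, against 12.2% of anagen cells. Doublets bring the UMIs of 2 cells, so most HS-like catagen cells would hold more UMIs than the median kept catagen cell (3350), and 22.6% of them did (21.0 to 24.2%). These values argue against each of the 3 as the whole cause, although with the same smallest total of UMIs the difference was less than with all kept cells. A difference between the tissue pieces or library preparations and a difference between the stages cannot be told apart, since there was 1 library per stage. A change of HS-like cells with the stage therefore stays a candidate explanation that was not tested. Hair cortex-like cells, led by *KRT85* and *KRT35*, had a lower share in catagen (−3.00 points, and −7.29 to −1.80 under the alternatives). In HS-like cells the list of keratinization genes had median log2 ratios of −1.80 in anagen and −2.65 in catagen. Whether HS-like cells are cells of the hair shaft was not tested, so the rise is not shown for the hair shaft. The lower share of INFU-like cells in catagen was weighed in the same way, and −1.97 points were left with the same smallest total of UMIs, which argues against lower UMI counts as the whole cause of that difference.

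Cluster 5, which carries the study's fibroblast markers, was weighed as to what its cells are. Cells of the mesenchymal lineage would rank high on the extracellular matrix list, and the higher percentile of both libraries was 1.36. That argues against such cells as the bulk of the cluster, and *COL1A2* stood at 3.61 CPM in anagen and 0 in catagen there, against 15306 and 783 CPM in mesenchymal-like cells. Cells in S phase would rank high on the DNA replication list, and the lower percentile of both libraries was 100. Doublets would give its cells the highest doublet scores more often than other cells, and 8.35% of its anagen cells (6.73 to 10.2%) and 14.6% of its catagen cells (11.6 to 17.9%) had such a score, against 4.997% and 4.93% of all kept cells. Of its cells, 36.3% (33.4 to 39.3%) in anagen and 55.4% (51.0 to 59.7%) in catagen held more UMIs than the median kept cell of the library. The former value argues against doublets as most of its anagen cells, and doublets stay a candidate explanation for part of the cluster, with scores that had given no working threshold. By cell cycle scores, 35.0% of its anagen cells were in S and 58.4% in G2/M phase, against 45.2% and 34.5% in catagen, and after thinning to 1500 UMIs 32.2% and 59.3% in anagen. Of all kept cells, 9.83% were in S and 30.5% in G2/M phase in anagen, and 7.79% and 22.8% in catagen. Cells in S phase thus stay a candidate explanation for part of the cluster, a hypothesis raised and tested in the same libraries, and most of its anagen cells were not scored in that phase. Of the replication list, 3 genes are also on the marker set for S phase. Whether the cluster is 1 of the paper's fibroblast clusters was not tested.

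*S100A7* stood at 4194 CPM in anagen and 191 CPM in catagen, a log2 ratio of −4.46, and *S100A8* and *S100A12* were lower in catagen too. Fewer IFE-DC-like cells in catagen would lower *KRT1* and *KRT10* alike, and the lower of their log2 ratios was −0.0567, with −0.09 for *SBSN* and −0.78 for *KRTDAP*. Scaling to all UMIs would not outlast another scaling, and the highest of the ratios of the 3 genes under median-of-ratios scaling was −2.99. The values argue against these explanations as the whole cause. Another Cell Ranger version in catagen and a difference between the stages cannot be told apart, since there was 1 library per Cell Ranger version. In telogen *S100A7* stood at 2859 CPM.

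*KRT71* was not lower in catagen when UMIs were scaled to the library. Free RNA would spread its UMIs over all clusters, and 89.8% of the catagen UMIs of *KRT71* lay in the IRS-like cluster, which argues against free RNA. That cluster held 598 anagen and 230 catagen cells, with 8376 and 14633 CPM of *KRT71*. No biological explanation was tested.

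In telogen the genes with the highest ratio to the nearer of the other libraries were *IGFBP6* (160.3 CPM, against 49.6 in anagen and 9.26 in catagen, log2 ratio to the nearer 1.69), *NMB* (245 CPM, 1.56) and *DUOX1* (71.4 CPM, 1.56). Those with the lowest were *NR4A2* (34.9 CPM, against 211 in anagen and 252 in catagen, −2.59), *MAFF* (10.4 CPM, −2.19) and *DCN* (11.3 CPM, −2.13). Without the 20 most abundant genes of the libraries, *NR4A2* stood at 47.8 CPM in telogen against 294 in anagen and 373 in catagen. Lower levels of early response genes as a set were tested as an explanation for *NR4A2* and *MAFF*, with a list of 20 other such genes. Its median log2 ratio in telogen was −1.13 over anagen (16 genes) and −1.51 over catagen (17 genes), and the higher of its percentiles among the random lists was 0. This is consistent with a response of the cells to handling or dissociation that was weaker in the telogen library, which was not tested, and a difference between the stages stays open too.

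Levels of the other genes in telogen were 163 CPM for *AREG*, 101 CPM for *TOP2A* and 349.7 CPM for *KRT71*. The largest telogen cluster without a name held 18.3% of the cells at a median of 998 UMIs, and another was led by *BTG2*, *ATF3*, *CSRNP1*, *NR4A2* and *FOSB*. In the anagen and catagen libraries, the list of 15 endothelial genes had median log2 ratios of 6.70 and 6.42 in endothelial-like cells. The extracellular matrix list had 6.43 and 4.62 in mesenchymal-like cells.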
